# Immunomodulation by glucocorticoid-induced leucine zipper in macrophages: enhanced phagocytosis, protection from pyroptosis, and altered mitochondrial function

**DOI:** 10.3389/fimmu.2024.1396827

**Published:** 2024-05-23

**Authors:** Thierry M. Legroux, Hanna S. Schymik, Gilles Gasparoni, Saeed Mohammadi, Jörn Walter, Claude Libert, Britta Diesel, Jessica Hoppstädter, Alexandra K. Kiemer

**Keywords:** RNA-seq, immunometabolism, extracellular matrix, lipopolysaccharide (LPS), reactive oxygen species (ROS), iNOS

## Abstract

Glucocorticoids, which have long served as fundamental therapeutics for diverse inflammatory conditions, are still widely used, despite associated side effects limiting their long-term use. Among their key mediators is glucocorticoid-induced leucine zipper (GILZ), recognized for its anti-inflammatory and immunosuppressive properties. Here, we explore the immunomodulatory effects of GILZ in macrophages through transcriptomic analysis and functional assays. Bulk RNA sequencing of GILZ knockout and GILZ-overexpressing macrophages revealed significant alterations in gene expression profiles, particularly impacting pathways associated with the inflammatory response, phagocytosis, cell death, mitochondrial function, and extracellular structure organization activity. GILZ-overexpression enhances phagocytic and antibacterial activity against *Salmonella typhimurium* and *Escherichia coli*, potentially mediated by increased nitric oxide production. In addition, GILZ protects macrophages from pyroptotic cell death, as indicated by a reduced production of reactive oxygen species (ROS) in GILZ transgenic macrophages. In contrast, GILZ KO macrophages produced more ROS, suggesting a regulatory role of GILZ in ROS-dependent pathways. Additionally, GILZ overexpression leads to decreased mitochondrial respiration and heightened matrix metalloproteinase activity, suggesting its involvement in tissue remodeling processes. These findings underscore the multifaceted role of GILZ in modulating macrophage functions and its potential as a therapeutic target for inflammatory disorders, offering insights into the development of novel therapeutic strategies aimed at optimizing the benefits of glucocorticoid therapy while minimizing adverse effects.

## 1 Introduction

For over 60 years, glucocorticoids (GCs) have been a cornerstone in therapeutic strategies for their potent anti-inflammatory and immunosuppressive effects, addressing a spectrum of conditions such as rheumatic diseases, inflammatory bowel disease (IBD), autoimmune disorders, chronic inflammatory diseases, asthma, and cancer (1). Despite the emergence of more targeted biological therapies, GCs persist as widely utilized agents. In autoimmune and chronic inflammatory conditions, they are favored for providing symptomatic relief (2), and in the case of IBD, they serve as a fundamental treatment for moderate-to-severe cases (3). Additionally, in the oncological context, GCs play a pivotal role in managing cancer-related symptoms and addressing side effects of anti-cancer therapies and immune-related adverse events (4).

The use of GC therapy, despite its efficacy in mitigating inflammation and immune activation, is often constrained by a spectrum of side effects, frequently restricting its long-term application. These include musculoskeletal, gastrointestinal, cardiovascular, endocrine, neuropsychiatric, dermatologic, ocular, and immunologic issues (5). Of particular concern are the metabolic side effects, such as central adiposity, dyslipidemia, insulin resistance, and glucose intolerance, which can lead to diabetes (6). Other common side effects include weight gain, skin thinning, sleep disturbance, and neuropsychiatric disorders (7).

To optimize the benefits of GC therapy while minimizing adverse effects, several strategies are being explored. Metformin is being investigated as a promising drug for preventing metabolic side effects during systemic GC treatment (8). Targeted delivery of GCs to diseased tissues using antibody-glucocorticoid conjugates is being explored as a therapeutic alternative to overcome systemic side effects (9). In addition, the development of selective dimerizing GC-receptor agonists or modulators (SEDIGRAMs) aims to capitalize on specificities within the GC signaling pathway, potentially mitigating systemic side effects associated with monomeric activity (10).

GCs exert their actions on cells through a variety of mechanisms, including genomic and non-genomic pathways, tissue-specific effects, and interactions with other signaling pathways (11). Upon binding to the glucocorticoid receptor (GR) in the cytoplasm, the classical mechanism involves the hormone receptor complex modulating gene expression either positively or negatively by directly binding to GREs located in the promoter regions of target genes (12). The GR exhibits ubiquitous expression across cell types, thereby influencing the functionality of practically all immune cells (13). Approximately 20–30% of genes are deemed responsive to the GR, with the glucocorticoid-induced leucine zipper (GILZ, gene name TSC22D3) being among the earliest targets of GR, making it a promising GC-induced downstream effector molecule (10, 14, 15).

GILZ has been identified as a key mediator of the anti-inflammatory and immunosuppressive effects of GCs (16). GILZ is strongly upregulated by GCs and plays a crucial role in controlling major activities of T cells (17), B cells (18), MSCs (19), neutrophils (20), and macrophages (21).

Shortly following the characterization of GILZ in immune cells, the consideration of its therapeutic application emerged (22). Selective upregulation of GILZ and the use of recombinant GILZ protein have emerged as promising therapeutic approaches in diseases like inflammatory bowel disease (IBD), rheumatoid arthritis, psoriasis, sepsis, and diabetic retinopathy (2, 23–28). Leveraging its anti-inflammatory properties, GILZ holds the potential for therapeutic interventions in these conditions.

In macrophages, GILZ has been implicated in mediating typical GC effects, such as the regulation of macrophage activation (29). GCs aside, GILZ has demonstrated beneficial properties in combating inflammatory diseases. Transgenic mice that overexpress GILZ have been found to be more resistant to spinal cord injury, while GILZ knockout mice develop worse inflammatory conditions (30, 31). Furthermore, studies have demonstrated that selective GILZ overexpression in macrophages improves outcomes in septic animals by limiting systemic inflammation while increasing bacterial clearance (32, 33). The administration of a cell-permeable GILZ fusion protein (TAT-GILZ) facilitated the accelerated resolution of bacteria-induced pneumonia and peritonitis in mice, further underscoring the therapeutic potential of GILZ in modulating macrophage-mediated inflammation (34, 35).

Understanding the role of GILZ in macrophages and its potential therapeutic applications is crucial for advancing precision medicine in inflammatory disorders. In this context, our study employs RNA sequencing to investigate gene expression in GILZ knockout (KO) and GILZ-overexpressing (TG) macrophages (murine bone marrow-derived macrophages, BMMs), aiming to uncover the molecular mechanisms underlying GILZ-mediated effects and its therapeutic potential.

Here, we provide evidence for the immunomodulatory effects of GILZ overexpression in macrophages, demonstrating enhanced antibacterial activity, protection from pyroptosis, and altered mitochondrial function. Additionally, our findings reveal a significant impact on Matrix metalloproteinase (MMP) activity, suggesting a role for GILZ in influencing extracellular matrix remodeling and wound healing processes.

## 2 Materials and methods

### 2.1 Materials

RPMI-1640 cell culture media (#R0833), 200 mM L-glutamine (#G7513), 1% penicillin/streptomycin (#P4333), Accutase (#A6964), mitomycin C (#10107409001), antimycin A from *Streptomyces* sp. (#A8674), gentamicin (#G1397), dihydroethidium (DHE) (#37291), and gelatin type A (#G1890) were from Sigma-Aldrich. FBS (#P040–37500) and Panexin BMM Serum Substitute (#P04–951SA2) were obtained from PAN Biotech. Ultrapure lipopolysaccharide (LPS) from *E. coli* K12 (#tlrl-peklps), and ATP (#tlrl-atpl) were purchased from Invivogen. TE buffer (#A0386.1000), and DMSO (#A3672-0250) were from AppliChem, M-CSF (#130–101-705) from Miltenyi Biotech, and mouse recombinant IFN-γ (#87389.100) from Biomol. Primers for qRT-PCR were purchased from Eurofins Genomics. Other chemicals were obtained from either Sigma-Aldrich or Carl Roth unless stated otherwise.

### 2.2 Mice

Animal housing and all experimental procedures were approved by the local animal welfare committee (AZ 2.4.1.1). C57BL/6J mice were housed in individually ventilated cages in a temperature and humidity-controlled room (22–24°C, 45–65 relative humidity) and a 12 h light/dark cycle. Water and food were provided *ad libitum*. Mice were age and sex-matched within experimental sets. B6.129P2-Lyz2^tm1(cre)Ifo^/J mice with Cre recombinase expression under the endogenous *Lyz2* promotor of the myeloid cell lineage were considered *wild-type* (WT). Crossing these animals with mice bearing loxP sites up and downstream of *Gilz* exon 6 resulted in a myeloid-specific *knockout* of GILZ (B6.129P2-Tsc22d3^f/f^ Lyz2^tm1(cre)Ifo^/J, GILZ KO). Both strains were described previously (36). In addition, mice bearing a *Tsc22d3/Gilz-1* cDNA knock-in under the control of the ROSA26 promoter preceded by a loxP-flanked stop cassette (37) were crossed with B6.129P2-Lyz2^tm1(cre)Ifo^/J mice, resulting in myeloid-specific GILZ overexpression. These animals (BL6Tsc22d3^Rosa26EGFPtg^Lyz2^tm1(cre)lfo^/J) are designated as GILZ-overexpressing or transgenic (GILZ TG).

### 2.3 Cell culture conditions

Cells were cultured in a humidified incubator at 37°C and 5% CO_2_ in RPMI-1640 cell culture media supplemented with 10% FBS, 1% 200 mM L-glutamine, and 100 units/ml penicillin/streptomycin (P/S) unless stated otherwise.

### 2.4 Generation and treatment of BMMs

BMMs were obtained from 10- to 23-week-old mice as described previously (38). Mice were sacrificed, and femurs and tibias were removed. The bone marrow was flushed out with cell culture medium using a 27G cannula and passed through a 100 µm cell strainer before erythrocyte lysis in hypotonic buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 1 mM Na_2_EDTA) at 37°C for 3 min. Cells were either resuspended in FBS with 10% DMSO for cryopreservation or kept in cell culture medium supplemented with M-CSF (50 ng/ml) for differentiation to BMMs (BMM medium). Cryopreserved cells were cooled to -80°C using the MrFrosty™ device (Thermo Scientific, #5100-0001) and transferred into liquid nitrogen for long-term storage. Bone marrow cells were incubated overnight in 30 ml of BMM medium in a T75 flask. On the next day, non-adherent cells were transferred to a fresh cell culture flask and incubated for 5 more days in 45 ml of BMM medium in a T175 flask. Subsequently, cells were washed once with PBS, detached with Accutase, and counted using the LUNA-FL™ Automated Fluorescence Cell Counter (Logos Biosystems) with Acridine Orange/Propidium Iodide staining according to the manufacturer’s protocol. The viable cell count was used to calculate seeding densities. All cell preparations had a viability of at least 95%. The identity of BMMs was verified by flow cytometric analysis using F4/80 as a macrophage marker, with purity levels > 95% (38, 39). Approximately 20–30 million differentiated BMMs were obtained per mouse. BMMs were seeded and treated in BMM medium according to the specified conditions for each assay.

BMM-conditioned media for migration and proliferation assays were generated by incubating 10^6^ BMMs in a 6-well format with 3 ml per well of BMM medium for 24 h starting at the time of seeding. To assess MMP activity, 75,000 BMMs were incubated in a 96-well format with 150 µl of BMM media containing Panexin BMM serum substitute (PAN Biotech, #P04–951SA2) instead of FBS for 24 h, starting at the time of seeding.

### 2.5 RNA sequencing

For transcriptome analysis of BMMs from WT, GILZ KO, and GILZ TG mice, next-generation sequencing (NGS) was performed as described previously (40). 500,000 BMMs (1 ml/well) were seeded in a 12-well plate and treated for 4 h with LPS (100 ng/ml) on the next day. RNA was isolated using the High Pure RNA Isolation Kit (Roche, #11828665001) according to the manufacturer’s protocol and stored at -80°C. All RNA samples used for further analysis had an RNA integrity number > 9 according to the analysis in a 2100 Bioanalyzer (Agilent) using the RNA 6000 Nano Kit (Agilent, #5067–1513). Libraries were prepared from 500 ng RNA. Poly(A) enrichment was performed on the input total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, #E7490) according to the manufacturer’s instructions. The cDNA library preparation was conducted with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, #E7420) as recommended by the supplier. In brief, first- and second-strand cDNA synthesis was performed, followed by adapter ligation and PCR amplification of the final library (12 cycles). PCR cleanup was performed using Agencourt AM-Pure XP beads (Beckmann Coulter, #A63881). Libraries were sequenced for 1x 75 nt on a NextSeq500 (Illumina) sequencer.

### 2.6 RNA-seq data processing and analysis

Raw reads were demultiplexed and subjected to quality control through FastQC v0.11.2. Read processing was performed with grape-nf pipeline (v1.1.3) using Nextflow (v20.10.0) and mapped to GRC38mm10 assembly. The counts obtained after alignment were used to analyze differential expression using DESeq2 v1.40.2. Principle component analysis was performed using the CPM values of all annotated protein-coding genes. All analyses were conducted in the R programming language. DESeq2 analysis revealed differentially expressed genes (DEGs, *p* < 0.05) in the comparisons of GILZ KO vs. WT, GILZ TG vs. WT, and GILZ KO vs. GILZ TG under both untreated and LPS-treated conditions. Subsequently, TPM values of the DEGs from all three contrasts were subjected to k-Means unsupervised clustering using iDEP 1.12, independently for untreated and LPS-treated cells (41). Processed and raw data were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE254137.

### 2.7 pHrodo™ phagocytosis assay

50,000 BMMs (150 µl/well) were seeded into a 96-well plate and incubated overnight. pHrodo™ Red *S. aureus* Bioparticles™ (Thermo Scientific, #A10010) were suspended in PBS and treated in an ultrasonic water bath for 15 min at 37°C according to the manufacturer’s protocol before adding 5 µl of a 1 µg/µl dilution to each well. Real-time imaging was started immediately in the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) in the brightfield and red fluorescence channel (10x objective lens, 400 ms acquisition time). The phagocytic capacity was calculated as the total red object integrated intensity (RCU x µm²/Image) normalized to cell confluency [%] at the start of the assay as described previously (42).

### 2.8 *Salmonella enterica* and *Escherichia coli infection* assay

*Salmonella enterica subsp. enterica serotype Typhimurium* (NCTC^®^ 12023) (43) and *Escherichia coli* TOP10 (Invitrogen™) were cultured overnight in LB at 37°C in an orbital shaker. Bacteria were washed once in PBS and resuspended in BMM media without P/S supplementation to infect BMMs at a multiplicity of infection (MOI) of 20 with *S. typhimurium* and an MOI of 100 with *E. coli*. Bacterial cell count was determined by OD_600_ measurement assuming that an OD_600_ of 1 equates to 10^9^ colony-forming units (CFU). BMMs were seeded the day before in a 24-well plate (250,000 cells/well, 0.5 ml). Infection was synchronized by centrifuging for 5 min at 300 x *g* and maintained for 30 min. After the infection, BMMs were washed twice with PBS and cultured in cell culture media containing 100 µg/ml gentamicin for 90 min to kill extracellular bacteria, after which the gentamicin concentration was reduced to 10 µg/ml. BMMs were lysed in 1% Triton-X 100 after a total incubation time of 3 h for *E. coli* and 6 h for *S. typhimurium*. Lysis was stopped by adding LB media. The bacterial load of the infected BMMs was determined by serially diluting the lysates in PBS and plating them out on LB agar as described previously (44). Plates were incubated for 24 h at 37°C and CFUs were counted using ImageJ (Version 1.53k) (45).

### 2.9 Griess assay

Nitric oxide (NO) production was assessed by Griess assay as previously described (42). BMMs were seeded the day before in a 24-well plate (250,000 cells/well, 0.5 ml). On the next day, cells were treated with LPS (100 ng/ml) and IFN-γ (25 ng/ml) for 24 h before 100 µl of supernatant was incubated for 10 min at room temperature with 90 µl 1% sulfanilamide in 5% phosphoric acid, then 90 µl 1% N-1-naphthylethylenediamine dihydrochloride (NED) was added and incubated for 5 min until absorbance was measured at λ = 560 nm in a GloMax^®^ Discover Microplate Reader (Promega). Absolute concentrations were determined by measuring a NaNO_2_ standard curve in parallel for each assay. Data were normalized to protein contents measured by the Pierce™ BCA Protein Assay Kit according to the manufacturer’s protocol (Thermo Scientific, #23227).

### 2.10 RNA isolation, reverse transcription, and qRT-PCR

Cells were infected with *S. typhimurium* as described above and subsequently stored at -80°C until RNA was isolated using the High Pure RNA Isolation Kit (Roche, #11828665001) or the Direct-Zol RNA Miniprep Kit (ZymoResearch, #R2052) according to the manufacturer’s protocol. Reverse Transcription was performed using the High-Capacity cDNA Kit (Thermo Scientific, #4368813) according to the manufacturer’s protocol using 300–500 ng of RNA per reaction. RT products were diluted in TE buffer. qRT-PCR reactions were performed in technical duplicates or triplicates using HOT FIREPol EvaGreen qPCR Mix Plus (no ROX) (Solis Biodyne, #082500020) according to the manufacturer’s protocol as described previously (40, 46). The qRT-PCR reaction comprised 15 min at 95°C and 40 cycles of 15 s at 95°C, 20 s at 60°C, and 20 s at 72°C. Quantification was achieved by the 2^-ΔΔCq^ method. The primer sequences are depicted in **Table 1**.

**Table 1:** Primer sequences for qRT-PCR reactions.

Gene	Transcript RefSeq (NCBI)	Forward sequence (5′→3′)	Reverse sequence (5′→3′)
*Arg1*	NM_007482.3	ACAAGACAGGGCTCCTTTCAG	GGCTTATGGTTACCCTCCCG
*Arg2*	NM_009705.3	ATCCCCTCCCTGCCAATCAT	CTAGCTTCTTCTGTCCCCGA
*Nos2*	NM_010927.3	CTTCCTGGACATTACGACCC	TACTCTGAGGGCTGACACAA
*Ppia*	NM_008907.1	GCGTCTCCTTCGAGCTGTTT	CACCCTGGCACATGAATCCT

### 2.11 Real-time caspase-3/7 activity and cytotoxicity detection

50,000 BMMs (150 µl/well) were seeded in 96-well plates and incubated overnight. To induce pyroptosis, cells were treated for 4 h with LPS (100 ng/ml) and subsequently with ATP (2 mM). Real-time imaging was started immediately after LPS treatment using the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) in brightfield, red, and green fluorescence channels (10x objective lens, 300 ms acquisition time for the green channel and 400 ms for the red channel). Culture media was supplemented with 4 µM CellEvent™ Caspase-3/7 Green Detection Reagent (Invitrogen, #C10723) and 0.25 µM Incucyte^®^ Cytotox Red Reagent (Essen BioScience, #4632) as described previously (47). Total red and green object integrated intensities (RCU x µm²/Image) was normalized to the initial cell confluency [%] in each well. Background fluorescence at the beginning of the assay was uniformly set to 0 for all wells. Spectral unmixing was set to 1.5% removal of red signal from green as recommended by the manufacturer.

### 2.12 ELISA

500,000 BMMs (1 ml/well) were seeded in 12-well plates and incubated overnight. Cells were treated for 4 h with LPS (100 ng/ml) and subsequently for 30 min with ATP (2 mM) before supernatants were stored at -80°C. IL-1β secretion was measured by ELISA (BioLegend #432604) according to the manufacturer’s protocol. Supernatants were diluted 1:25 in ELISA assay diluent.

### 2.13 Detection of reactive oxygen species

50,000 BMMs (150 µl/well) were seeded in 96-well plates and incubated overnight. Cells were treated for 4 h with LPS (100 ng/ml). Then, culture medium was exchanged to medium containing ATP (2 mM) and 10 µM dihydroethidium (DHE). Real-time imaging was started immediately in the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) in the brightfield and red fluorescence channels (10x objective lens, 400 ms acquisition time) upon ATP treatment. Total ROS production was determined as the total red object integrated intensity (RCU x µm²/Image) after 30 min normalized to cell confluency [%] at the start of the assay. For the detection of mitochondrial ROS production, cells were incubated with 5 µM red MitoSOX™ mitochondrial superoxide indicator (Invitrogen, #M36008) in PBS with 2% FCS. ATP (2 mM) or antimycin A (AA, 10 µM) were added as indicated.

### 2.14 Agilent Seahorse XF Cell Mito Stress and Glycolysis Stress Test

50,000 BMMs (150 µl/well) were seeded in Seahorse 96-well cell culture plates (Agilent, #103793–100) the day before the assay. Cells were left untreated or treated for 4 h with LPS (100 ng/ml). The Mito Stress Test (Agilent, #103015–100) and Glycolysis Stress Test (Agilent, #103020–100) were performed according to the recommendations in the manufacturer’s protocol in a Seahorse XFe96 Analyzer (Agilent). OCR and ECAR measurements were normalized to cell count as determined in a Cytation 1 Cell Imaging Reader (BioTek) from brightfield images taken after the assay using the Gen5 software (Version 3.14) as described previously (47).

### 2.15 Quantification of mitochondrial DNA copy number

Mitochondrial DNA (mtDNA) copy number was determined following the protocol by Quiros et al. (48). Briefly, DNA was extracted from 250,000 BMMs cultured in 0.5 ml of BMM media per well (12-well plate) using the DNA Mini Prep Plus kit (ZymoResearch, #D4069) as per the manufacturer’s instructions. Subsequently, qRT-PCR was employed to measure the gene expressions of *mt16S*, *mtND1*, and *Hk2*, utilizing primer sequences adapted from the referenced publication. The mitochondrial DNA (mtDNA) copy number was calculated as the ratio between mtDNA content (mean expression of *mt16S* and *mtND1*) and nuclear DNA (nDNA) represented by *Hk2* expression.

### 2.16 Flow cytometry

10^6^ BMMs (2 ml/well) were seeded in 6-well plates. On the next day, cells were detached by gently scraping the wells with a cell scraper (TPP^®^), resuspended in 2% FCS-containing PBS, stained for 45 min at 37°C with 0.1 µM MitoTracker Green FM and Deep Red FM (Invitrogen, #M22426 and #M7514 respectively), and washed with 2% FCS-containing PBS. Flow cytometry measurements were performed using an LSRFortessa™ (BD Biosciences) operated by FACS Diva 8.0.1 (BD Biosciences). In each measurement, at least 50,000 events were recorded. MFI of unstained control cells was subtracted from corresponding stained cells, and background-subtracted MFI values for WT cells were set as 100%. The pseudocolor plots were generated utilizing FlowJo 10.10.0 software.

### 2.17 Cell migration and proliferation assays

Cell migration and proliferation capacity were measured using the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) as described previously (47, 49).

To assess migration capacity, L929 cells (ATCC: CCL-1™) were seeded (50,000 cells per well in 100 µl medium) in 96-well ImageLock™ plates (Essen BioScience, #BA-04856) and grown to full confluency overnight. Cells were cultured as described above. On the next day, cells were treated for 2 h with 5 µg/ml mitomycin C and washed with PBS before every well was scratched uniformly using the WoundMaker™ (Essen BioScience). Detached cells were washed away with PBS before BMM-conditioned media were added to the cells (100 µl/well). Plates were immediately placed into the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) and imaged for relative wound closure [%] at indicated time points.

To assess proliferation capacity, L929 cells were seeded (5,000 cells/well, 100 µl) and incubated overnight. On the next day, the medium was replaced by BMM-conditioned medium (100 µl/well). Cell confluency was measured over time in the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience) and normalized to starting confluency in each well.

### 2.18 Gelatin zymography

MMP activity was measured as previously described (50). In brief, BMM-conditioned media were loaded onto a 10% SDS-acrylamide gel containing 1 mg/ml gelatin and electrophoresis was performed. Gels were washed in 2.5% Triton-X 100 to remove SDS and after a 72-hour incubation at 37°C in a buffer conducive to enzyme activity (50 mM Tris, 5 mM CaCl_2_ and 0.02% Brij-35), the gel was stained with Coomassie solution. After brief incubation in destaining solution, specific MMP activity, indicating gelatin degradation as clear bands on a dark background, was assessed based on their molecular weights. Conditioned media from each individual biological replicate was measured in technical duplicates. Gels were scanned with an Odyssey^®^ CLx Infrared Imaging System (LI-COR Biosciences) and inverted to enhance visibility, presenting bands in black against a white background. Signals were quantified using the Odyssey^®^ Image Studio software (Version 5.2).

### 2.19 Data representation and statistics

Visualization, advanced analysis, and all statistical tests were performed in Origin Lab 2018b. Data are presented as means ± standard error of the mean (bars). Each dot within the bar graphs represents one independent cell preparation. The mean of two groups was tested for statistical significance using the Mann-Whitney *U*-test. Statistical significance across all genotypes (mean of 3 groups) was assessed through one-way ANOVA (for single time point comparisons) and two-way ANOVA (for multiple time points) both followed by Bonferroni *post-hoc* tests.

## 3 Results

### 3.1 Differentially expressed genes in WT, GILZ KO, and GILZ-overexpressing macrophages

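RNA from BMMs of 3 preparations per genotype was sequenced without treatment and after 4 h with 100 ng/ml lipopolysaccharide (LPS), a component of the bacterial outer membrane that activates macrophages. The paper's methods describe the WT animals as Lyz2-Cre mice. The GILZ KO animals lost Gilz exon 6 in Lyz2-expressing cells, and the GILZ TG animals expressed a Gilz cDNA from the ROSA26 locus. For each of the 18 libraries the deposited data hold the expected count in the layout of the program RSEM, which is the estimated number of reads per gene without normalization, and the TPM (expression scaled by transcript length and library total) of 38887 genes. The authors mapped the reads to the mouse GRCm38 assembly. Expected counts are not whole for genes that share reads. The total per library was between 14583055 and 38557029 reads on genes, with a median of 24450362. The median was 29235641 for WT, 21796635 for GILZ KO and 23958059 for GILZ TG without treatment, and 25813123, 15491518 and 33356120 in the same order after LPS. For the values given here, the expected counts were rounded, and genes too low for edgeR's filterByExpr were left out. The other genes were normalized by edgeR's TMM method and tested with its quasi-likelihood test, with the 3 genotypes of a treatment in one fit and the p-values adjusted by the Benjamini-Hochberg method. A log2 fold change above 0 means higher expression in the genotype named first. With 3 preparations against 3, an exact permutation test on a single gene cannot give a p-value under 0.1.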

We conducted RNA-Seq with wild-type (WT), GILZ knockout (GILZ KO), and GILZ-overexpressing (GILZ TG) bone marrow-derived macrophages (BMMs), both under untreated conditions and following a 4 h LPS treatment. 

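GILZ is encoded by Tsc22d3 (ENSMUSG00000031431), which lies on chromosome X of GRCm38 from 140539528 to 140600659. In untreated BMMs it was expressed at 16.5 ± 2.08 TPM in WT, 2.34 ± 0.46 TPM in GILZ KO and 155.9 ± 3.93 TPM in GILZ TG (SD, n = 3 each). The log2 fold change was -2.74 in GILZ KO against WT (standard error 0.14, adjusted p = 2.16e-05 from edgeR) and 2.63 in GILZ TG against WT (standard error 0.11, adjusted p = 3.73e-06 from edgeR). On the TPM scale with a pseudocount of 0.1, the latter was 3.24. Of 12621 genes tested in untreated BMMs, 12 had an adjusted p-value under 0.05 between GILZ KO and WT, 6 of them higher in GILZ KO. Between GILZ TG and WT there were 81, of which 46 were higher in GILZ TG, and between GILZ KO and GILZ TG there were 623, of which 350 were higher in GILZ KO. The count for GILZ TG against WT depended on the preparations used. With each replicate left out in turn it lay between 16 and 665, highest without GILZ TG replicate 3. At an unadjusted p-value under 0.05 the 3 comparisons gave 1211, 1780 and 3106 genes. Together these were 4017 genes, and 643 had an adjusted p-value under 0.05 in at least 1 comparison. With DESeq2 in place of edgeR, 79, 312 and 1218 genes had an adjusted p-value under 0.05 in the 3 comparisons. All 3 replicates of one genotype lay above all 3 of the other in 17.2%, 14.9% and 28.7% of the genes, where chance gives 10%. Genes past the adjusted threshold were ranked if the groups did not overlap and the higher group had at least 5 TPM. Among these, Lyz2 fell most in GILZ KO against WT (log2 fold change -8.63, adjusted p = 2.16e-05 from edgeR) and Wdfy1 rose most (1.62, adjusted p = 0.00291). In GILZ TG, Lyz2 fell most (-8.61, adjusted p = 2.16e-05) and Igkc rose most (adjusted p = 0.0251), an immunoglobulin constant gene at 42.3, 97.4 and 11.4 TPM in the GILZ TG replicates and at most 1.01 TPM in WT.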

The RNA-Seq data, analyzed using the DESeq2 approach for the WT vs. KO, WT vs. TG, and KO vs. TG comparisons, revealed 3,286 differentially expressed genes (DEGs, *p* < 0.05) in untreated cells. This number increased to 3,716 with LPS treatment, encompassing all three comparisons (**Supplementary File S1**). 

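After LPS, 12164 genes were tested. An adjusted p-value under 0.05 was found for 10 genes between GILZ KO and WT, 56 between GILZ TG and WT and 316 between GILZ KO and GILZ TG. Of these, 5, 32 and 148 were higher in the genotype named first. At an unadjusted p-value under 0.05 there were 1171, 1852 and 2328 genes, 3585 genes in all. With each replicate left out in turn, the count between GILZ TG and WT lay between 15 and 1067, highest without GILZ TG replicate 3. Genes without overlap between the replicates made up 16.3%, 15.2% and 20.6%, against 10% by chance. Tsc22d3 was at 5.15 ± 0.63 TPM in WT, 2.91 ± 0.39 TPM in GILZ KO and 131.7 ± 7.64 TPM in GILZ TG (SD, n = 3 each). Its difference between GILZ KO and WT did not pass the threshold (log2 fold change -0.69, adjusted p = 0.15 from edgeR), while DESeq2 gave an adjusted p of 0.00605 and the fit without a filter on low counts 0.0139. The range of the adjusted p over the alternatives was 0.00605 to 0.619. In GILZ TG against WT the log2 fold change was 4.07 (adjusted p = 1.04e-08 from edgeR). Whether LPS acted differently in the genotypes was tested over all 18 libraries. With genotype and treatment as the only factors, the LPS response differed from that of WT for 1 gene in GILZ TG, Tsc22d3, and for 2 genes in GILZ KO, Tsc22d3 and Kitl. Both constructs alter Tsc22d3 itself, so its difference is no separate effect of GILZ on the LPS response. The untreated and LPS libraries of one preparation went together in 7 of 9 cases (correlation above 0.1), which this fit left aside. With the preparation as a block the response differed for 2 genes in GILZ TG, Tsc22d3 and Lyz2, and for 8 in GILZ KO, among them Tsc22d3, Kitl and Lyz2. For Lyz2 the difference between the log2 fold changes was then 1.11 in GILZ TG (adjusted p = 0.0152 from edgeR) and 1.61 in GILZ KO (adjusted p = 0.00058 from edgeR), against 1.09 (adjusted p = 1) and 1.58 (adjusted p = 0.675) without the block. Genes past the adjusted threshold were again ranked only without overlap between the groups and at 5 TPM or more in the higher group. Of these, Lyz2 fell most in GILZ TG against WT (log2 fold change -7.52, adjusted p = 3.56e-06 from edgeR) and Ighg2b rose most (9.31, 35.0 and 3.75 TPM in the GILZ TG replicates against at most 0.22 TPM in WT, adjusted p = 0.0187 from edgeR).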

Principal component analysis (PCA) was employed to explore the variance in gene expression among samples. 

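In a PCA of the untransformed CPM, the counts scaled by the library total, of protein-coding genes, PC1 carried 77.1% of the variance without treatment and 44.1% after LPS, and PC2 carried 11.0% and 30.3%. Differences between the genotypes made up 95.1% and 98.6% of the spread on PC1. The WT libraries lay on one side of PC1 and the GILZ KO and GILZ TG libraries on the other, while Tsc22d3 is lowest in GILZ KO and highest in GILZ TG. On PC2 the GILZ KO and GILZ TG libraries lay apart from each other in both treatments, with the WT libraries overlapping them, and 54.6% and 59.1% of the spread on PC2 lay between the genotypes. A single gene, Lyz2 (ENSMUSG00000069516, chromosome 10 of GRCm38 from 117277331 to 117282321), carried 95.6% of PC1 without treatment and 72.0% after LPS. Lyz2 encodes lysozyme, and the paper's methods name it as the locus of the Cre recombinase in all 3 genotypes. It was at 12840 ± 2276 TPM in untreated WT, 33.6 ± 10.6 TPM in GILZ KO and 33.0 ± 18.3 TPM in GILZ TG (SD, n = 3 each). After LPS the values were 8088 ± 1351 TPM, 62.9 ± 5.08 TPM and 44.8 ± 24.2 TPM. Without the 10 genes with the largest loadings, the share of PC1 was 46.9% and 43.7%, and 34.3% and 53.6% of the spread on PC1 lay between the genotypes. Without Lyz2 alone the share of PC1 was 41.9% and 49.7%, with 53.3% and 64.5% of its spread between the genotypes, and on log2(CPM + 1) it was 45.5% and 41.3%, with 65% and 61.2%. In none of these settings did all WT libraries lie on one side of the others on PC1.

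**Figure D1:**
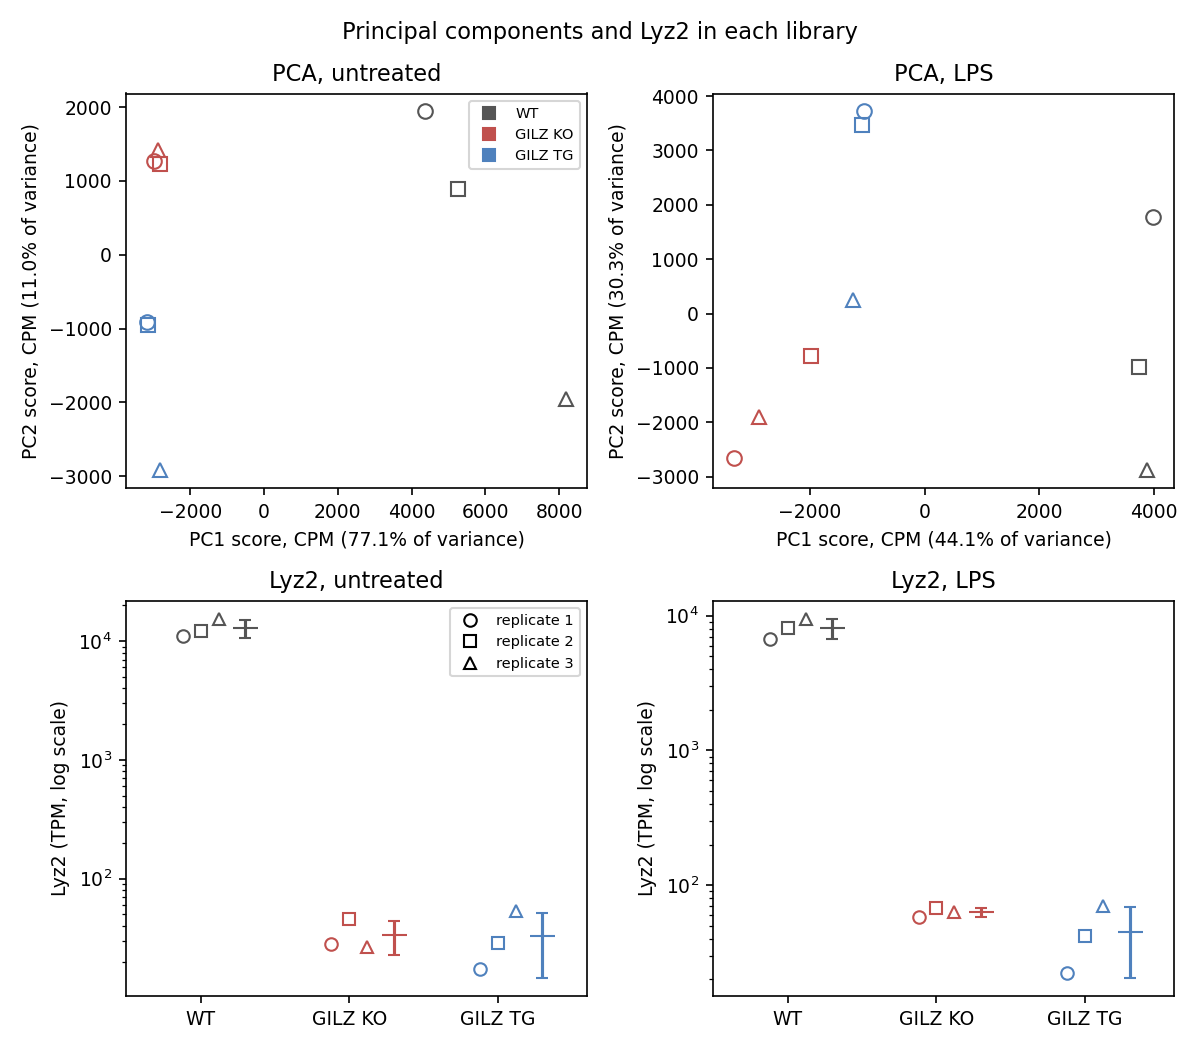
Scores of each library on PC1 and PC2 (CPM, top) and Lyz2 in TPM on a log scale (bottom; bars give the mean ± SD, n = 3) without treatment and after LPS. WT libraries lie apart from GILZ KO and GILZ TG on PC1, with Lyz2 at 12840 TPM on average in untreated WT against 33.6 and 33.0 TPM.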

The obtained data revealed distinct grouping patterns based on the genotype, underscoring that observed gene expression variations are closely associated with differences in GILZ abundance (**Figures 1A, D**). Next, we employed iDEP, a tool designed for identifying patterns in gene expression across all samples. The tool utilized *transcripts per million* (TPM) data of the DEGs, independently for untreated and LPS-treated cells, to conduct k-Mean hierarchical clustering. In **Figures 1B, E**, representative Gene Ontology (GO) terms for biological processes from hierarchical clustering are linked to their corresponding false discovery rates (FDRs), providing insights into the functional categories influenced by GILZ expression (**Supplementary File S2**). Genes involved in the inflammatory response of macrophages (Cluster 6) showed differential expression under both untreated and LPS-treated conditions. Moreover, two out of three GILZ TG samples exhibited a strong induction of genes associated with vasculature development, cell mobility, and extracellular structure organization (Cluster 1).

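As a set of inflammatory genes fixed before the data were examined, the genes of Reactome's cytokine signaling pathway were tested, since the genes of Cluster 6 are not used here. With limma's camera test and a preset correlation of 0.01 between genes, p-values were adjusted over 20 set tests. Neither GILZ TG against WT nor GILZ KO against GILZ TG passed the threshold in the edgeR fit of the 9 libraries of a treatment. GILZ KO against WT was not tested for sets. By library, the untreated median log2 ratio to the WT mean was 0.071 to 0.106 in GILZ KO and -0.069 to 0.058 in WT. These ratios are of TPM + 1, a scale that moved GILZ KO against WT by 0.0422 over all genes relative to the edgeR fit. Between GILZ KO and GILZ TG the median log2 fold change of 188 genes was 0.053 without treatment, with 114 higher in GILZ KO (adjusted p = 0.0604 from limma), and it passed without GILZ KO replicate 3 (0.05, adjusted p = 0.0298), without GILZ TG replicate 3 (0.048, adjusted p = 0.0245), without a filter on low counts (0.033, adjusted p = 0.043), with all 18 libraries in one fit (0.058, adjusted p = 0.0299) and on both TPM scales. For 194 genes after LPS it was 0.004 (adjusted p = 0.988 from limma). Between GILZ TG and WT the median was -0.012 without treatment (adjusted p = 0.616) and -0.005 after LPS (adjusted p = 0.702), where it was -0.037 without GILZ TG replicate 3 (adjusted p = 0.0379 from limma). The untreated difference between GILZ KO and GILZ TG was largest on the TPM scale with a pseudocount of 0.1, with a median of 0.081 and an adjusted p of 0.0437 from limma. That scale moved this comparison by 0.0324 over all genes, so the larger median does not show a larger difference of the set. A clustering of the deposited DEGs into 6 clusters left Lyz2 alone in a cluster of 1 gene in each treatment.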

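The genes of the paper's Cluster 1 are not used here, and in their place the cluster highest in GILZ TG replicates 1 and 2 was taken from a k-means clustering made here. Since it was chosen for that pattern, the level in those replicates is not independent evidence for it. The median log2 ratio of its 67 genes to the WT mean was 1.73 in GILZ TG replicate 1, 2.03 in replicate 2 and -0.20 in replicate 3 without treatment, where the WT replicates lay between -0.18 and 0.15. For the 89 genes of the cluster after LPS it was 1.36, 1.68 and -0.13 in the same order. Tsc22d3 itself was at 155.9, 159.8 and 152.0 TPM in the untreated GILZ TG replicates, so replicate 3 was at 96.3% of the mean of the other two. Of the untreated cluster, 63 genes could be tested between GILZ TG and WT, of which 2 had an adjusted p-value under 0.05 from edgeR and 61 an unadjusted one, which is no independent evidence either since the genes were chosen on these libraries. The Reactome set for extracellular matrix organization (146 genes tested) had a median log2 fold change of 0.135 in GILZ TG against WT without treatment (106 genes higher, adjusted p = 8.94e-05 from limma's camera) and 0.15 after LPS (adjusted p = 8.94e-05). The untreated value was 0.214 without WT replicate 2, 0.21 without GILZ TG replicate 3, 0.107 without GILZ TG replicate 2 and 0.042 without genes under 10 TPM. Under limma's fry test, which estimates the correlation between genes from the data, none of the sets tested in GILZ TG against WT or GILZ KO passed the threshold in either treatment. By library, the untreated median of this set was 0.19, 0.17 and -0.065 in GILZ TG replicates 1, 2 and 3, against -0.042 to 0.076 in WT.

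**Figure D2:**
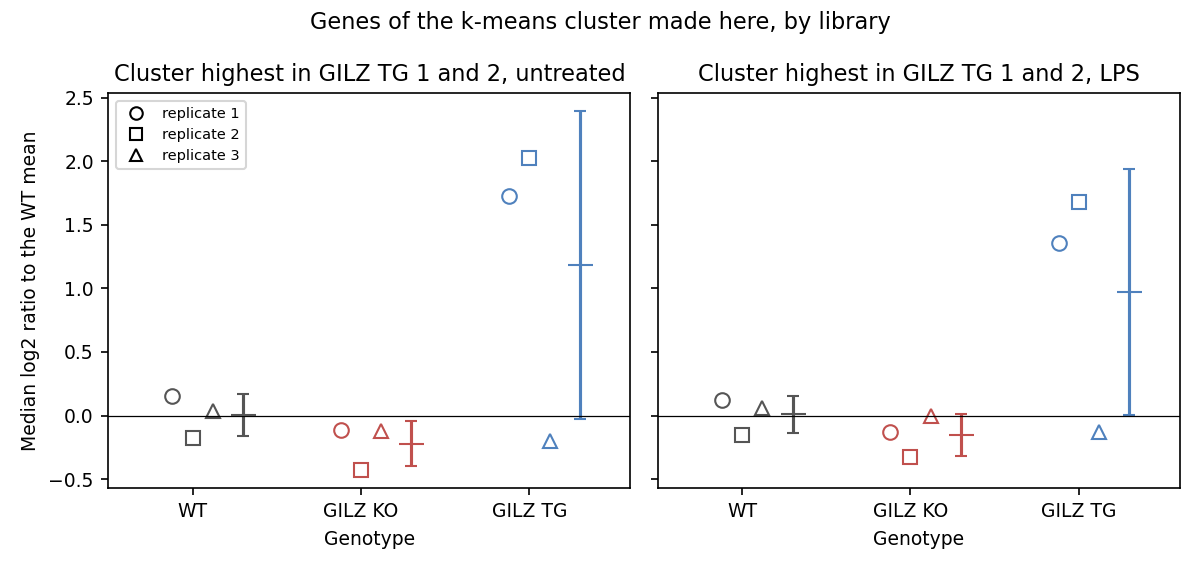
Median log2 ratio to the WT mean, in each library, of the genes of the k-means cluster made here that is highest in GILZ TG replicates 1 and 2, without treatment (67 genes) and after LPS (89 genes); symbols mark the replicate and bars the mean ± SD (n = 3). GILZ TG replicates 1 and 2 lie at 1.73 and 2.03 without treatment and replicate 3 at -0.20.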

**Figure 1:**
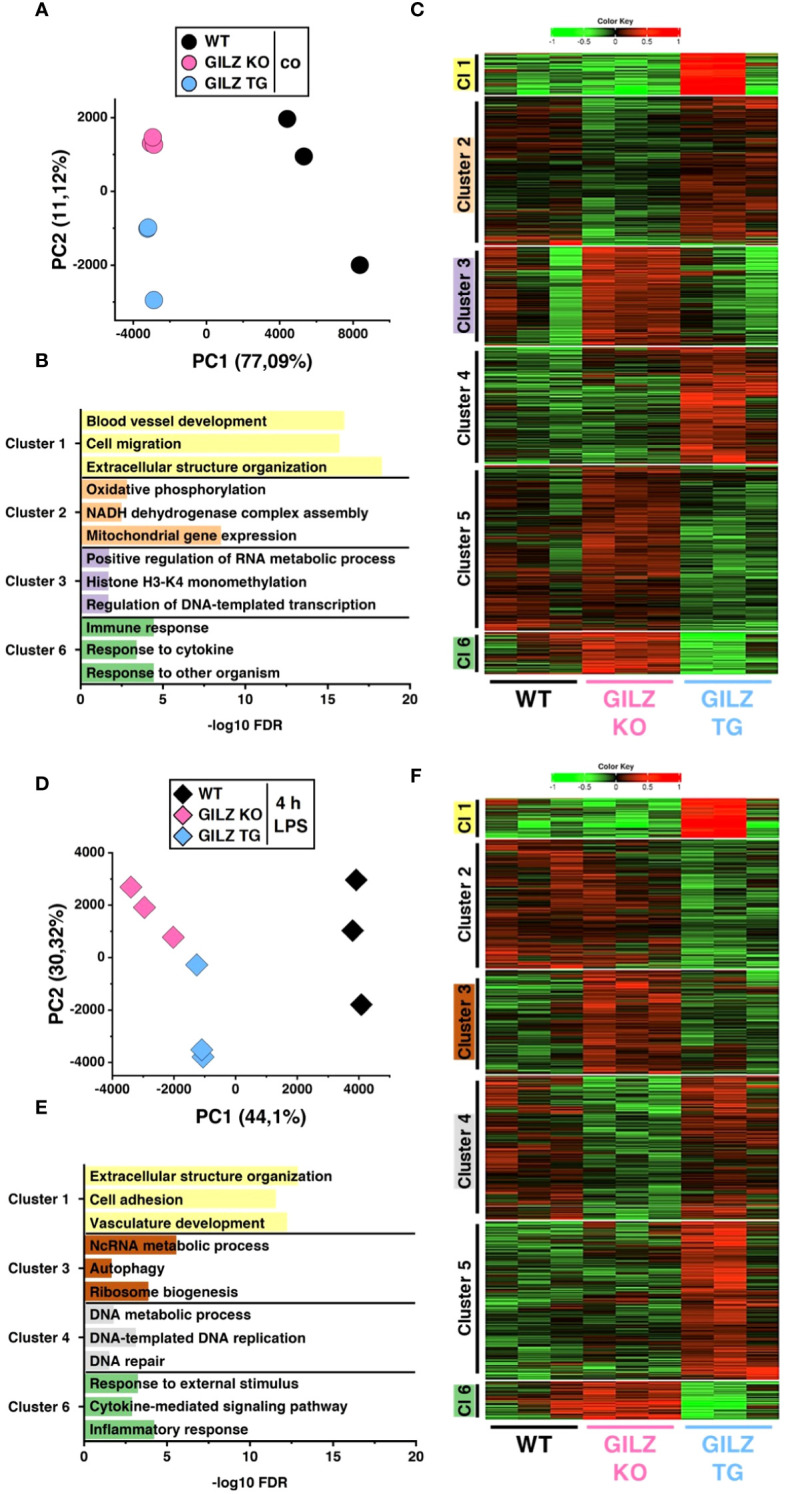
Differentially Expressed Genes in WT, GILZ KO, and GILZ-Overexpressing Macrophages. **(A, D)** Principal component (PC) analysis of the samples used in C and F, respectively (input data = *counts per million*). Each dot represents one independent biological preparation. k-Means unsupervised clustering of all differentially expressed genes from DeSeq2 analysis (input data = *transcripts per million*) using iDEP 1.12 in untreated **(C)** and LPS-treated **(F)** BMMs of n = 3 WT, GILZ KO, and GILZ TG mice per group. 1 (red) = maximum upregulation, -1 (green) = maximum downregulation. **(B, E)** Selected GO terms for biological processes of the clusters (Cl) shown in C and F, respectively. Not all clusters are characterized by distinct GO term profiles. FDR, false discovery rate.

### 3.2 Enhanced phagocytic and antibacterial activity in GILZ-overexpressing macrophages

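Among receptors for the uptake of particles and dead cells in untreated BMMs, Axl (ENSMUSG00000002602, chromosome 7 of GRCm38 from 25757273 to 25788705) was at 11.7 ± 2.08 TPM in GILZ KO, 15.0 ± 2.2 TPM in WT and 41.4 ± 2.78 TPM in GILZ TG (SD, n = 3 each). The log2 fold change in GILZ KO against GILZ TG was -1.96 (standard error 0.13, adjusted p = 9.38e-05 from edgeR). The scavenger receptor gene Marco (ENSMUSG00000026390, chromosome 1 from 120474538 to 120505024) was at 42.7 ± 23.1 TPM in GILZ KO, with 69.2 TPM in replicate 2 alone, 31.4 ± 3.51 TPM in WT and 11.8 ± 1.12 TPM in GILZ TG (SD, n = 3 each). Its log2 fold change was 1.83 (standard error 0.31, adjusted p = 0.0156 from edgeR). Colec12 (ENSMUSG00000036103, chromosome 18 from 9707595 to 9882644), another scavenger receptor gene, was at 32.9 ± 3.93 TPM in GILZ KO and 14.6 ± 1.86 TPM in GILZ TG (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.00203 from edgeR). In each of these genes the 3 replicates of GILZ KO and of GILZ TG did not overlap.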

RNA-Seq analysis identified 55 differentially expressed genes associated with the GO term ‘phagocytosis’ (GO:0006909) in both GILZ KO and GILZ TG macrophages. Notably, these DEGs exhibited a balanced distribution of upregulation and downregulation in both cell types (**Figure 2A**). 

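Of the 11 genes that Figure 2A labels as up in GILZ KO, 6 had enough counts to be tested. All 6 were lower in GILZ KO than in GILZ TG, with a median log2 fold change of -1.43 and a range from -2.72 (Ptx3) to -0.62 (Tyro3). Ptx3 was at 0 TPM in 2 of the 3 GILZ KO libraries. Thbs1, a gene of the untreated cluster highest in GILZ TG replicates 1 and 2, was at 23.12, 23.93 and 5.78 TPM in the GILZ TG replicates. In GILZ KO it was at 9.46, 6.38 and 7.19 TPM. The replicates also overlapped in Ptx3 and Cebpe, but not in Axl, Tyro3 and Xkr6. Ptx3, Cebpe, Tyro3 and Xkr6 averaged 1.19 TPM or less in each untreated group. Of the 6 genes, Axl alone had an adjusted p-value under 0.05 over all genes, and 4 did when adjusted over the list alone. All 8 genes that Figure 2A labels as up in GILZ TG were higher in GILZ KO, with a median of 0.86 and a range from 0.53 (Pear1) to 1.83 (Marco). Of these, 5 had an adjusted p-value under 0.05 over all genes and 8 when adjusted over the list alone. The counts over the lists alone are not independent evidence, since the study chose the genes on these libraries. The direction of each gene stayed under every alternative in which it was tested. In the authors' deposited comparison of GILZ KO with GILZ TG, 100% of the 823 genes with a deposited adjusted p-value under 0.05 that could be compared had the sign of the ratio of GILZ KO to GILZ TG in the deposited library values. The other 5 genes labelled as up in GILZ KO had at most 24 counts in any untreated library.

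**Figure D3:**
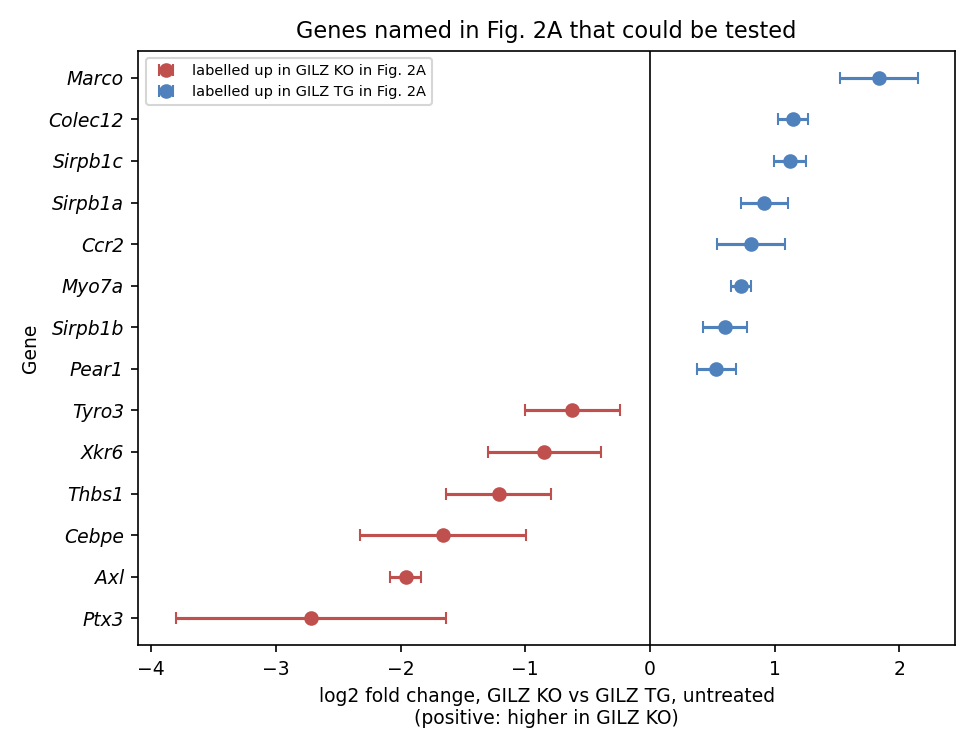
log2 fold change of GILZ KO against GILZ TG in untreated BMMs (bars: standard error from edgeR) for the 14 genes named in Figure 2A that could be tested, coloured by the figure's label. The genes labelled as up in GILZ KO lie below 0, from -2.72 to -0.62, and those labelled as up in GILZ TG above 0, from 0.53 to 1.83.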

To elucidate the functional implications of these transcriptional changes, we conducted live cell imaging of macrophages after the addition of pHrodo™ particles, emitting red fluorescent light upon engulfment (**Figure 2B**). Quantitative analysis revealed that GILZ-overexpressing macrophages exhibited a higher phagocytic capacity over 12 hours compared to WT macrophages, with a noticeable increase beginning at the 2-hour time point (**Figure 2C**). Given the observed alterations in phagocytosis, we investigated antibacterial activity in BMMs against *S. typhimurium* and *E. coli*. Notably, GILZ-overexpressing macrophages exhibited not only increased phagocytosis but also enhanced bacterial clearance against both tested pathogens (**Figure 2D**). In this context, GILZ KO cells exhibited a tendency of attenuated phagocytic capacity, albeit not reaching statistical significance, and results regarding bacterial clearance were inconclusive. Consequently, our focus shifted to GILZ-overexpressing macrophages, aiming to investigate whether the observed effects stem from increased NO production, which is one of the main antibacterial factors in murine macrophages (51). Indeed, GILZ TG macrophages demonstrated elevated NO production when polarized to M1 (**Figure 2E**). In M1 macrophages, inducible nitric oxide synthase (NOS2) is the main producer of NO, while arginases catalyze arginine hydrolysis to ornithine and urea, competing with NO synthases for arginine (52). Arginase 1 (ARG1) inhibits NO production and acts as an M2 marker, whereas Arginase 2 (ARG2) is involved in reducing M1 activation through metabolic reprogramming (53, 54). Upon infection, there was a tendency for increased expression of *Nos2* but neither altered expression of *Arg1* nor *Arg2* (**Figure 2F**).

**Figure 2:**
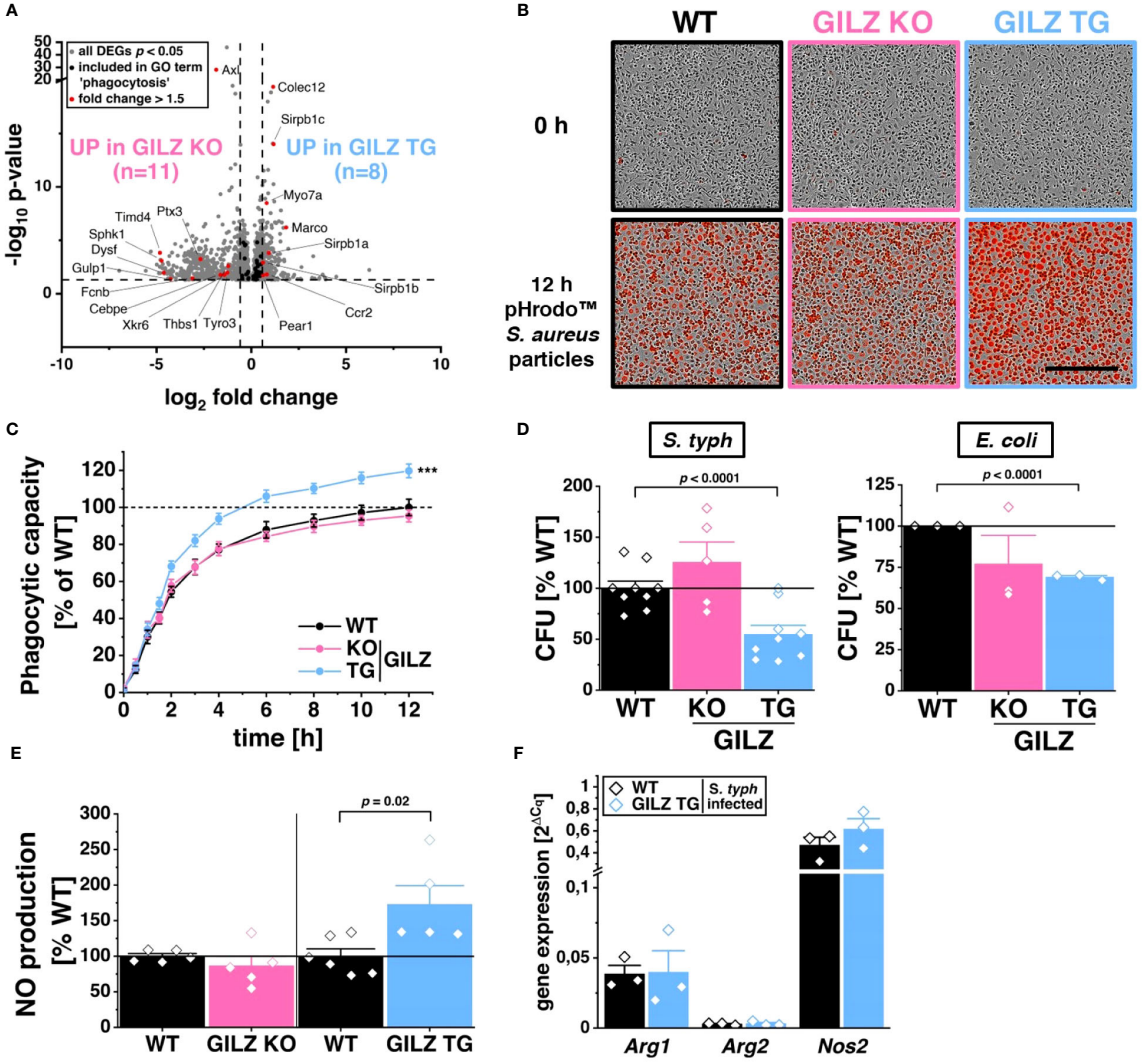
Enhanced Phagocytic and Antibacterial Activity in GILZ-Overexpressing Macrophages. **(A)** Volcano plot of all differentially expressed genes (DEGs, *p* < 0.05, shown in grey) from untreated BMMs comparing GILZ KO and GILZ TG. Shown in black are all genes annotated in the GO term ‘phagocytosis’ (GO:0006909), from which those with a fold change < 0.67 or > 1.5 are shown in red (n= number of red genes for GILZ GO and TG). **(B)** Representative brightfield and red fluorescence channel images and phagocytic capacity **(C)** from live cell imaging with the Incucyte^®^ S3 system after the addition of red pHrodo™ particles on untreated BMMs (n = 10 mice per group) relative to WT (set to 100%). Scale bar: 350 µm. **(D)** Colony-forming units (CFU) relative to WT (set to 100%) after *S. typhimurium* (n = 5–9 mice per group) and *E*. *coli* (n = 3 mice per group) infection assays. **(E)** Relative NO production from LPS/IFN-γ-treated BMMs (n = 5–6 mice per group) measured by Griess assay relative to WT (set to 100%). **(F)** Quantitative RT-PCR detection of *Arg1*, *Arg2*, and *Nos2* in BMMs infected with *S. typhimurium* for 6 h (n = 3 mice per group). *p* values were generated from one-way ANOVA comparison between groups for single time points and two-way ANOVA comparison for multiple time points both followed by Bonferroni *post-hoc* tests. ***p < 0.0001.

### 3.3 Protection from pyroptosis in GILZ-overexpressing macrophages

RNA-Seq analysis revealed 111 differentially expressed genes included in the ‘cell death’ GO term (GO:0008219), with 88 downregulated in GILZ TG macrophages (**Figure 3A**). This downregulation pattern prompted the hypothesis of a protective mechanism against specific forms of cell death. 

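Reactome's programmed cell death genes were used in place of the GO term. All tested genes of the set were counted, without the p-value and fold change limits of Figure 3A. The counts given here therefore do not test the paper's count. Neither comparison tested, GILZ KO against GILZ TG or GILZ TG against WT, passed the threshold in the edgeR fit of 9 libraries per treatment. In untreated GILZ KO against GILZ TG, 67 of 128 genes were higher in GILZ KO and 61 lower, with a median log2 fold change of 0.003 (adjusted p = 0.69 from limma's camera). In GILZ TG against WT, 57 were higher in GILZ TG and 71 lower, with a median of -0.01 (adjusted p = 0.29 from limma). After LPS the median was 0.037 in GILZ KO against GILZ TG, with 69 of 124 genes higher in GILZ KO (adjusted p = 0.136 from limma). That comparison passed the threshold without GILZ KO replicate 1 (0.051, adjusted p = 0.0192 from limma), without GILZ TG replicate 3 (0.039, adjusted p = 0.0343) and on both TPM scales (0.051, adjusted p = 0.0495 and 0.0479). The median was -0.021 in GILZ TG against WT (adjusted p = 0.29). The authors' deposited DESeq2 comparison of untreated GILZ KO with GILZ TG was also counted, over all genes. At an unadjusted p-value under 0.05 and a fold change above 1.5, 234 were higher in GILZ KO and 461 lower. How the genes of the GO term divide among these was not tested. The direction labels of Figure 2A were opposite to the library values, and those of Figure 3A were not tested.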

Upon inflammasome activation by ATP+LPS treatment, GILZ TG macrophages exhibited a significant reduction in caspase-3/7 activation compared to WT (**Figure 3B**). Simultaneously, our evaluation of cell viability revealed enhanced cell survival in GILZ-overexpressing macrophages, as indicated by a substantial decrease in the cytotoxicity signal, originating from compromised plasma membrane integrity and a subsequent increase in fluorescence upon binding to DNA (**Figure 3C**). Given that ATP+LPS treatment induces pyroptotic cell death through caspase-1 activation, responsible for processing IL-1β, we explored IL-1β secretion under these conditions and found no significant differences between genotypes (**Figure 3D**). This led us to conclude that GILZ overexpression selectively influences specific facets of the signaling cascade following ATP+LPS treatment in macrophages. Given the pivotal role of reactive oxygen species (ROS) in promoting NLRP3 inflammasome activation and subsequent cell death, we investigated ROS production using DHE dye with live cell microscopy (**Figure 3E**). Notably, GILZ TG macrophages exhibited a significant reduction to 80% in ROS production, while GILZ KO macrophages displayed an increased production to 130% compared to WT macrophages (**Figure 3F**). Upon inflammasome activation, mitochondria are known to be both sources and targets of reactive oxygen species (55). We tracked mitochondrial ROS (mitoROS) production under ATP+LPS treatment using mitoSOX fluorescence, a ROS dye specific for mitochondria. Intriguingly, across all genotypes, we observed a reduction of mitoROS production to 60% upon ATP+LPS treatment (**Figure 3G**), suggesting that mitoROS production may not be directly linked to cell viability. Additionally, we induced mitoROS production using Antimycin A (AA) as a positive control, and as expected, it elicited a substantial increase (*p <* 0.0001) in mitoROS across all genotypes. Interestingly, we observed a trend of diminished mitoROS levels in GILZ TG macrophages under untreated conditions. This observation piqued our interest and warranted a characterization of mitochondria in these macrophages.

**Figure 3:**
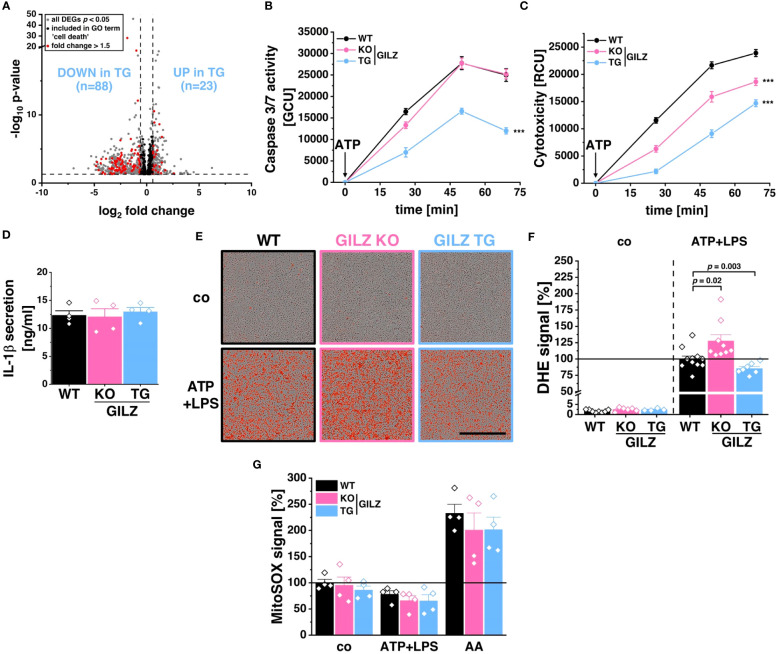
Protection from Pyroptosis in GILZ-Overexpressing Macrophages. **(A)** Volcano plot of all differentially expressed genes (DEGs, *p* < 0.05, shown in grey) from untreated BMMs comparing GILZ KO and GILZ TG. Shown in black are all genes annotated in the GO term ‘cell death’ (GO:0008219), from which those with a fold change < 0.67 or > 1.5 are shown in red and counted, corresponding to the indicated n number. Normalized green (Caspase-3/7 activity) **(B)** and red (Cytotoxicity) **(C)** signal of BMMs upon ATP treatment measured by live cell imaging with the Incucyte^®^ S3 system of BMMs pre-treated with LPS (n = 6 mice per group). **(D)** IL-1β secretion measured by ELISA of ATP/LPS-treated BMMs (n = 4 mice per group). **(E)** Representative brightfield and red fluorescence channel images and **(F)** DHE signal from live cell imaging with the Incucyte^®^ S3 system in untreated BMMs (co) and 30 min after the addition of ATP on LPS-treated BMMs with cell culture media containing DHE relative to stimulated WT (set to 100%, n = 4–9 mice per group). Scale bar: 700 µm. **(G)** MitoSOX™ signal from live cell imaging with the Incucyte^®^ S3 system in untreated BMMs (co), 30 min after the addition of either ATP on LPS-treated BMMs (ATP+LPS) or Antimycin A (AA) relative to WT (set to 100%). *p* values were generated from one-way ANOVA comparison between groups for single time points and two-way ANOVA comparison for multiple time points both followed by Bonferroni *post-hoc* tests. ***p < 0.0001.

### 3.4 Lower respiration rate in GILZ-overexpressing macrophages

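Mitochondrial ribosomal proteins, 77 genes with symbols beginning with Mrpl or Mrps, had a median log2 fold change of -0.082 in untreated GILZ KO against GILZ TG, with 66 genes higher in GILZ TG (adjusted p = 6.89e-06 from limma's camera). The value did not exceed that of other genes, since lists of 77 genes matched on transcript length and expression had a median of -0.083, and 54.3% of 10000 such lists were as low. Against WT, GILZ TG had a median of 0.025 (adjusted p = 0.171 from limma), a result that depended on the libraries used. It was -0.012 without WT replicate 1, but 0.081 without WT replicate 3 (adjusted p = 0.000235 from limma), 0.051 without GILZ TG replicate 1 (adjusted p = 0.0051 from limma) and 0.038 and 0.039 on the TPM scales (adjusted p = 0.0467 and 0.0437 from limma). After LPS the medians were -0.031 in GILZ KO against GILZ TG (adjusted p = 0.29 from limma) and 0.04 in GILZ TG against WT (adjusted p = 0.0833 from limma). The former was -0.049 without GILZ KO replicate 3 (adjusted p = 0.0464 from limma), and the latter 0.077 without WT replicate 2 (adjusted p = 0.000699) and 0.078 without GILZ TG replicate 3 (adjusted p = 0.0293).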

RNA-Seq analysis unveiled the significant downregulation of 71 genes associated with Gene Ontology terms related to ‘mitochondria’ (GO:0140053, GO:0006119, GO:0010257), corresponding to those depicted in **Figure 1C** as Cluster 2 and all specific to GILZ-overexpressing macrophages (**Figure 4A**). Particularly, among these genes, 15 of the 59 encode for subunits of the NADH:ubiquinone oxidoreductase, the key component of Complex I in the electron transport chain (GO:0010257, FDR = 3.4 x 10–^3^). 

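The nuclear genes for Complex I subunits, with symbols beginning with Ndufa, Ndufb, Ndufc, Ndufs or Ndufv, were higher in untreated GILZ TG than in GILZ KO. Of 37 genes tested, 33 were higher in GILZ TG, and the median log2 fold change in GILZ KO against GILZ TG was -0.13 (adjusted p = 9.66e-06 from limma's camera). Under fry the p was 0.224. Lists matched on transcript length and expression had a median of -0.09, and 4.07% of 10000 lists were as low. In GILZ TG against WT, 29 of the 37 were higher in GILZ TG, with a median of 0.093 (adjusted p = 0.000414 from limma) that fell to 0.03 without WT replicate 1 (adjusted p = 0.194) and was 0.055 and 0.146 without WT replicates 2 and 3. The adjusted p of this comparison lay between 1.2e-07 and 0.706 over the alternatives. After LPS, 32 were higher in GILZ TG than in WT, with a median of 0.11 (adjusted p = 9.34e-05 from limma), which was 0.054 without WT replicate 3 and no longer past the threshold without GILZ TG replicate 1 (0.068). By library, GILZ TG replicate 3 was then at -0.013, within the WT range of -0.072 to 0.081. The median in GILZ KO against GILZ TG after LPS was -0.058 (adjusted p = 0.0616 from limma), and the threshold was passed without GILZ KO replicate 3 (-0.09, adjusted p = 0.00627), GILZ TG replicate 2 (-0.089, adjusted p = 0.0218) or GILZ TG replicate 3 (-0.119, adjusted p = 0.00611). All 10 Complex I genes named in Figure 4A were higher in untreated GILZ TG than in GILZ KO, with a median log2 fold change of -0.19 and a range from -0.26 (Ndufs8) to -0.098. Over all genes, 1 of them, Ndufb9, had an adjusted p-value under 0.05, and 8 did when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. Ndufs8 (ENSMUSG00000059734, chromosome 19 of GRCm38 from 3908863 to 3912774) was at 91.7 ± 5.99 TPM in GILZ KO, 99.2 ± 7.42 TPM in WT and 107.0 ± 7.96 TPM in GILZ TG (SD, n = 3 each).

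**Figure D4:**
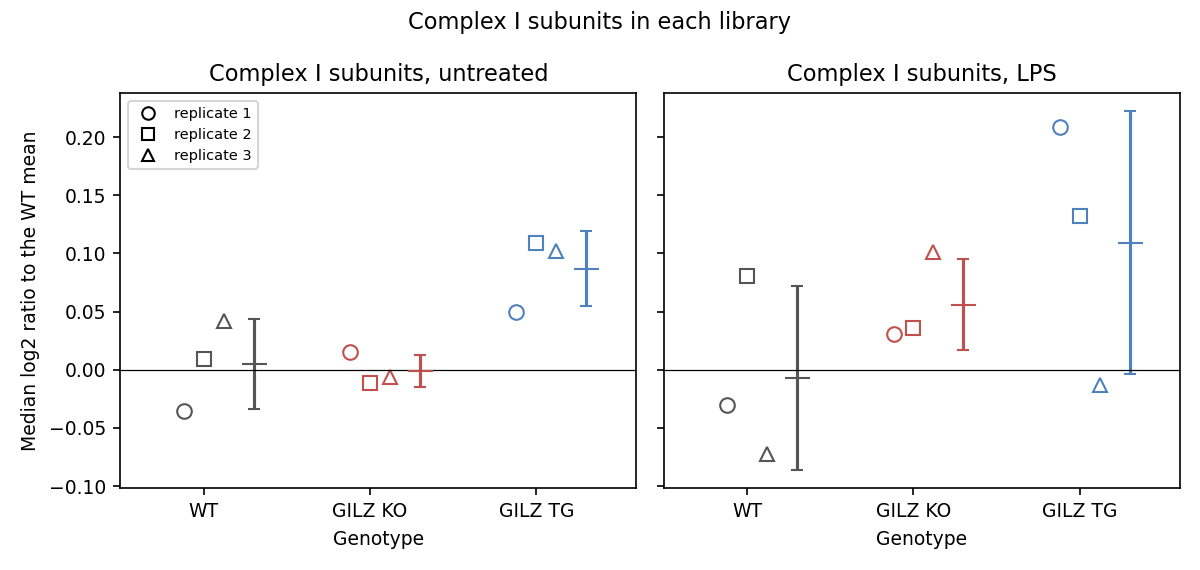
Median log2 ratio of 37 Complex I subunit genes to the WT mean in each library, without treatment and after LPS; bars give the mean ± SD (n = 3). The untreated GILZ TG libraries lie between 0.05 and 0.11 and the WT libraries between -0.035 and 0.042. After LPS they overlap, with GILZ TG at 0.209, 0.132 and -0.013 and WT at -0.03, 0.081 and -0.072.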

Motivated by these transcriptomic findings, we subsequently examined the functional implications by assessing the oxygen consumption rate (OCR) in these cells (**Figure 4B**). Interestingly, our analysis unveiled a significant reduction not only in basal respiration but also in maximal respiration and spare respiratory capacity in GILZ-overexpressing macrophages, both under untreated conditions and following LPS treatment (**Figure 4D**). When mitochondrial respiration is compromised, it often leads to compensatory adjustments in glycolytic activity (47, 56, 57). Therefore, to elucidate the glycolytic response, we performed a glycolysis stress test focusing on extracellular acidification rate (ECAR) (**Figure 4C**). Our results demonstrated a slight reduction of glycolytic capacity in GILZ TG macrophages (**Figure 4E**). Notably, these metabolic alterations are not merely a consequence of a decrease in mitochondrial content, as indicated by equivalent mitochondrial DNA (mtDNA) content (**Figure 4F**), comparable mitochondrial mass (**Figure 4G**), and unchanged mitochondrial membrane potential (**Figures 4H, I**) in GILZ TG macrophages.

**Figure 4:**
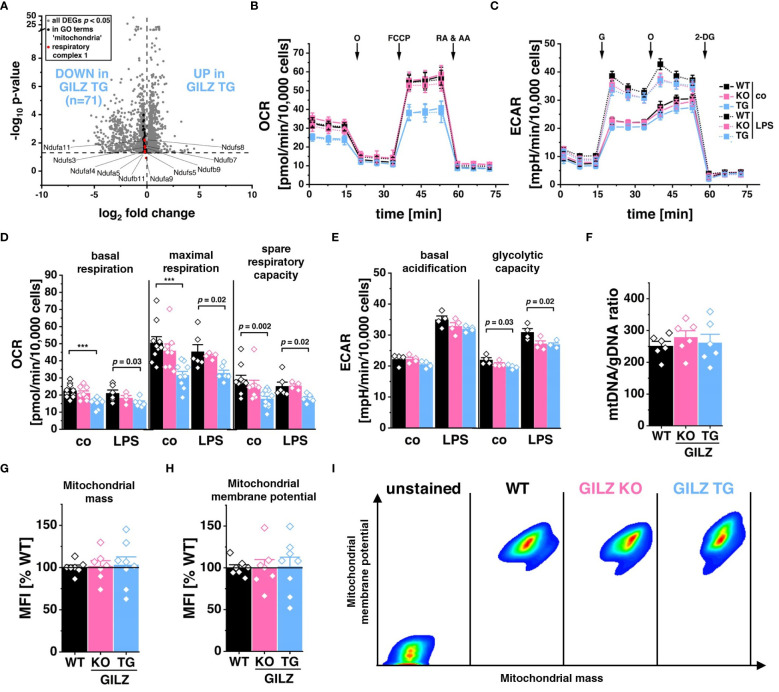
Lower Respiration Rate in GILZ-Overexpressing Macrophages. **(A)** Volcano plot of all differentially expressed genes (DEGs, *p* < 0.05, shown in grey) from untreated BMMs comparing GILZ KO and GILZ TG. Shown in black are all genes annotated to GO terms related to mitochondria (GO:0140053, GO:0006119, GO:0010257), from which those encoding for respiratory complex I are shown in red and counted, corresponding to the indicated n number. **(B, D)** Oxygen consumption rate (OCR) during the mitochondrial stress test and **(C, E)** extracellular acidification rate (ECAR) during the glycolysis stress test in untreated (co) and LPS-treated BMMs measured with the Seahorse XFe96 Analyzer (n = 4–6 mice per group). O, oligomycin; RA & AA, rotenone & antimycin A; G, glucose; 2-DG, 2-deoxy-d-glucose **(F)** Quantitative RT-PCR detection of mtDNA copy number in BMMs (n = 6 mice per group). Flow cytometric measurement of **(G)** mitochondrial mass, and **(H)** mitochondrial membrane potential in BMMs relative to WT (set to 100%, n = 7–8 mice per group), and **(I)** pseudocolor plots of representative samples. *p* values were generated from one-way ANOVA comparison between groups followed by Bonferroni *post-hoc* test. ***p < 0.0001.

### 3.5 Elevated MMP activity in GILZ-overexpressing macrophages

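A k-means clustering of log2(TPM + 1), centred on the mean of each gene, was made of the genes with a deposited p-value under 0.05 in any of the 3 genotype comparisons, with 6 clusters and 100 random starts. Of 3285 genes without treatment, 67 formed the cluster highest in GILZ TG replicates 1 and 2, and of 3902 genes after LPS, 89 did. The paper gives 3716 genes after LPS, so the genes clustered here were not the same set. The size depended on the choices made. It was 1 and 33 when the genes were chosen by the deposited adjusted p-value, 664 and 869 when each gene was divided by its SD, and 167 and 157 with a pseudocount of 0.1. With each library left out in turn, the size stayed between 60 and 73 without treatment and between 61 and 99 after LPS.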

RNA-Seq analysis disclosed 224 DEGs in untreated GILZ-overexpressing macrophages and 171 DEGs in LPS-treated cells associated with cell movement, wound healing, and extracellular structure organization forming Cluster 1 upon k-mean unsupervised clustering of TPM values of DEGs (p < 0.05) from DESeq2 analysis in all three comparisons (**Figures 1C, F**). 

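The cluster highest in GILZ TG replicates 1 and 2 shared 58 genes between the treatments. The shared number was between 52 and 61 with each replicate left out in turn, 126 with a pseudocount of 0.1 and 45 when the genes were chosen by an unadjusted edgeR p-value. It was 303 when each gene was divided by its SD and 1 when the genes were chosen by the deposited adjusted p-value.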

Notably, among these DEGs forming Cluster 1, 80 genes were shared between untreated and LPS-treated BMMs. To discern the functional implications of these transcriptomic findings, we investigated their impact employing the murine fibroblast cell line L929. Surprisingly, cell proliferation (**Figure 5A**) or migration in response to wounding (**Figure 5B**) was unaffected by the macrophage genotype when L929 cells were exposed to media conditioned by WT, GILZ KO, or GILZ TG macrophages. Despite these outcomes, the RNA-Seq data, highlighting genes related to the extracellular matrix, prompted an investigation of MMP activity in the conditioned media using gelatin zymography (**Figures 5C, D**). The results unveiled heightened pro-MMP9 and MMP2 activity in media conditioned by GILZ TG macrophages. These findings correlate with the increased gene expression observed in the RNA-Seq data for these enzymes.

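Mmp9 (ENSMUSG00000017737, chromosome 2 of GRCm38 from 164940780 to 164955850) was at 261 ± 52.0 TPM in untreated WT, 170 ± 49.3 TPM in GILZ KO and 273 ± 100 TPM in GILZ TG (SD, n = 3 each). The log2 fold change in GILZ TG against WT was 0.073 (standard error 0.29, adjusted p = 0.943 from edgeR), a difference smaller than the spread between replicates. With each replicate left out it lay between -0.16, without GILZ TG replicate 1, and 0.35, without GILZ TG replicate 3 (adjusted p = 0.409 from edgeR), and none of these passed the threshold. After LPS it was -0.13 (standard error 0.23, adjusted p = 0.834 from edgeR), between -0.37 without GILZ TG replicate 1 and 0.077 without GILZ TG replicate 3. Mmp2 (ENSMUSG00000031740, chromosome 8 from 92827291 to 92853420) was at 0.39 ± 0.14 TPM in untreated WT, 0.25 ± 0.10 TPM in GILZ KO and 1.30 ± 0.86 TPM in GILZ TG (SD, n = 3 each). The log2 fold change in GILZ TG against WT was 1.71 (standard error 0.54, adjusted p = 0.191 from edgeR). It did not pass the threshold, with 1.48, 2.05 and 0.36 TPM in the GILZ TG replicates, but did without GILZ TG replicate 3 (2.16, adjusted p = 0.00554 from edgeR). After LPS the log2 fold change was 1.64 (adjusted p = 0.124 from edgeR), and the call was made by DESeq2 (adjusted p = 0.0389), without a filter on low counts (adjusted p = 0.0152) and without GILZ TG replicate 3 (adjusted p = 0.00256). The paper relates the RNA-Seq data for these enzymes to the gelatin zymography and states that the activity correlates with an increased gene expression.

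**Figure D5:**
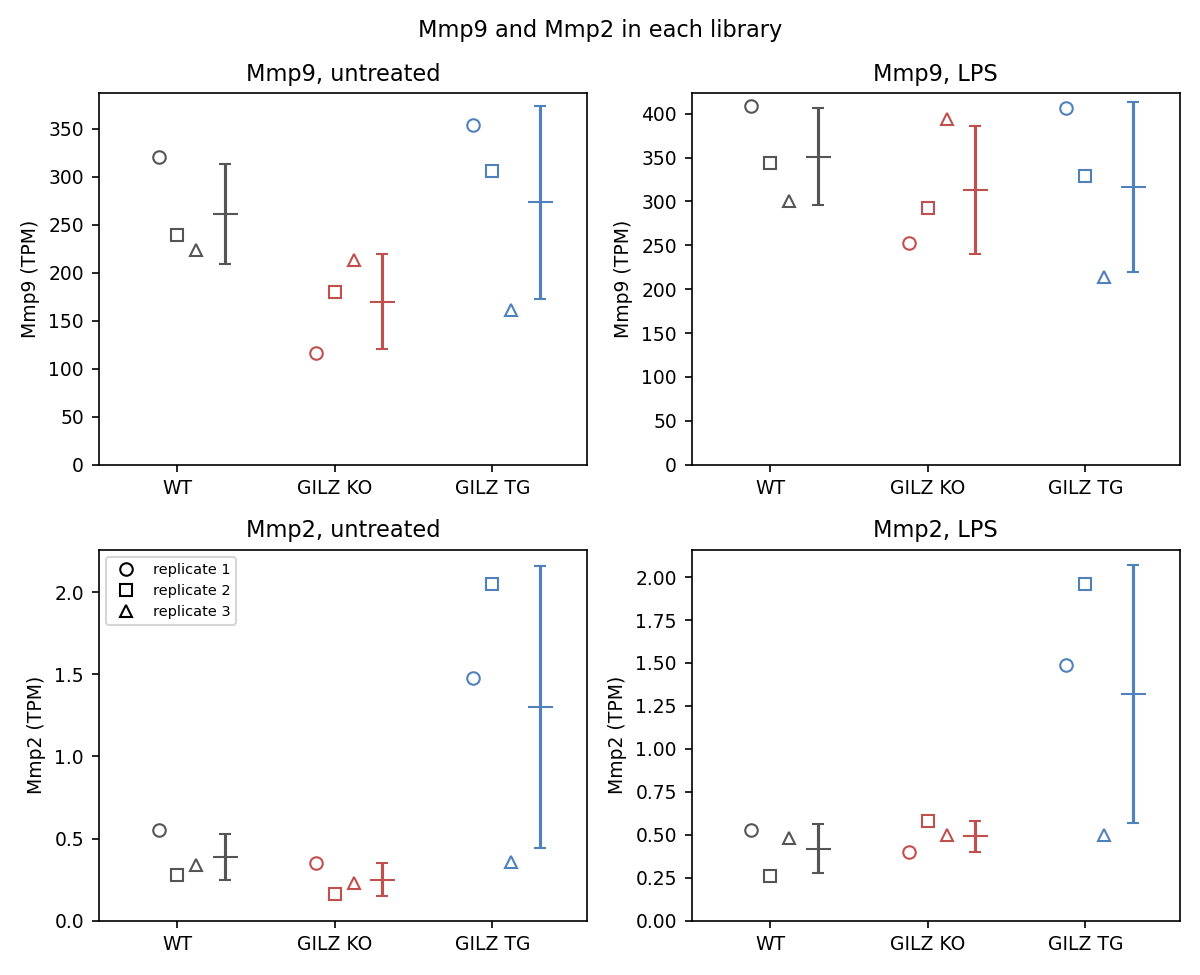
Mmp9 (top) and Mmp2 (bottom) in TPM in each library without treatment and after LPS; symbols mark the replicate and bars the mean ± SD (n = 3). Untreated Mmp2 lies at 1.48 and 2.05 TPM in GILZ TG replicates 1 and 2 and at 0.36 TPM in replicate 3.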

**Figure 5:**
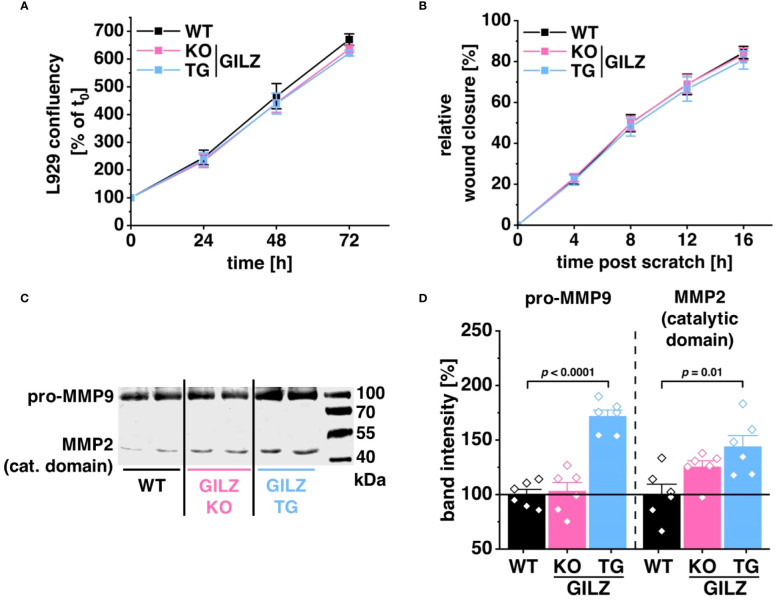
Elevated MMP Activity in GILZ-Overexpressing Macrophages. **(A)** Proliferation of L929 cells in conditioned media from untreated BMMs, measured as a relative increase in cell confluency over time using live cell imaging with the Incucyte^®^ S3 system (n = 8 mice per group). Data are normalized to the starting confluency of each well (set to 100%). **(B)** Migration of mitomycin C-treated L929 cells in response to wounding, calculated as an increase in cell confluency in the wounded area over time using live cell imaging with the Incucyte^®^ S3 system (n = 6 mice per group). **(C)** Representative gel scan and **(D)** relative quantification of MMP2 and pro-MMP9 activity relative to WT (set to 100%) measured by gelatin zymography (n = 6 mice per group). *p* values were obtained from one-way ANOVA comparisons between groups followed by Bonferroni *post-hoc* test.

## 4 Discussion

In recent years, the exploration of therapeutic GILZ use has extended beyond its well-known anti-inflammatory effects, gaining interest for its potential pro-resolving actions. Traditionally, in macrophages, GILZ is postulated to confer an anti-inflammatory phenotype to monocytes and macrophages (58). It is recognized for inhibiting the expression of proinflammatory molecules, preventing toll-like receptor 2 production, and impeding NF-kB function (59). Moreover, GILZ can be induced by the natural product curcumin, contributing to its anti-inflammatory effects in macrophages (38). Additionally, GILZ plays a crucial role in modulating macrophage responses to LPS exposure; downregulation of GILZ is linked to heightened NF-κB and AP-1 activity, accompanied by increased pro-inflammatory cytokine production (36). Notably, M1-like macrophages from GILZ-deficient mice exhibit elevated expression of M1 markers and reduced expression of IL-10 compared to M1-like macrophages from wild-type mice (60). Consistent with these findings, our RNA-Seq data revealed that inflammatory pathways are upregulated in GILZ KO macrophages compared to GILZ-overexpressing macrophages both under control and inflammatory conditions.

Examining the resolution of inflammation, GILZ emerges as a pivotal mediator of the anti-inflammatory and immunomodulatory effects of GCs (15, 16). Moreover, GILZ demonstrates its potential in effectively resolving detrimental inflammation by regulating leptin production in osteoarthritis synovial fibroblasts (61), safeguarding myocardial cells (29), reducing spinal cord tissue damage and leukocyte infiltration (31), and inhibiting leukocyte recruitment in liver fibrosis (62). Notably, during the resolution phase of LPS-induced pleurisy, GILZ expression exhibits an increase, particularly in macrophages displaying resolving phenotypes, reinforcing its remarkable resolving actions (63). Nevertheless, the regulation of GILZ in macrophages appears to be intricate and contingent on the context. Various factors, including hypoxia (21), IL-10 (59), and proinflammatory cytokines (23), can influence the expression of GILZ in macrophages. Interestingly, GILZ levels are stabilized in macrophages characterized as LPS tolerant (36). Furthermore, the absence of GILZ has been linked to macrophage aging, which is linked to a low-grade inflammatory condition (46).

### 4.1 Antibacterial activity

In addition to its recognized anti-inflammatory effects, GILZ has demonstrated accompanying benefits in the context of bacterial infections, broadening its potential therapeutic applications. To characterize these additional effects, we conducted investigations involving GILZ KO and GILZ TG macrophages, aiming to uncover mechanistic insights through transcriptomic data analysis. Our study demonstrates enhanced phagocytic activity and increased killing efficacy of *S. typhimurium* [an intracellular pathogen (64)] and *E. coli* [using a non-invasive strain (65)] by GILZ-overexpressing macrophages, potentially mediated by an increased capacity to produce nitric oxide (NO). In this context, it is noteworthy to examine analogous observations in existing literature. Notably, transgenic mice with heightened GILZ expression specifically in monocytes and macrophages exhibited lower frequencies of inflammatory monocytes, reduced plasma levels of inflammatory cytokines, and diminished blood bacterial counts when experiencing sepsis (32). This upregulation of GILZ in monocytes and macrophages improved their phagocytic capacity in *in vivo* assays and heightened the survival rates of septic mice. Additionally, TAT-GILZ, a fusion protein combining the cell-penetrating peptide TAT with GILZ, was found to induce the release of CCL2, facilitating monocyte/macrophage recruitment through the CCR2 receptor and resulting in accelerated resolution of *E. coli-*induced neutrophilic inflammation, increased peritoneal numbers of monocytes/macrophages, enhanced apoptosis/efferocytosis counts, and improved bacterial clearance through phagocytosis (35). In the context of pneumococcal pneumonia, TAT-GILZ treatment reduced neutrophilic inflammation, enhanced macrophage efferocytosis, and improved bacterial clearance (34). Our findings in this study differ from our previous findings, which indicated enhanced phagocytosis and killing efficiency in GILZ KO macrophages (39). However, it is essential to note that different models were employed in the two studies. Specifically, phagocytic capacity was assessed using latex beads, emphasizing the material’s impact on phagocytic activity, as highlighted by (66). Moreover, the measurements of NO production were conducted using a different cell type, and the infection conditions differed from those in our prior study. However, the precise molecular mechanisms through which GILZ exerts dual effects, enhancing antibacterial clearance and resolving inflammation effects, require further elucidation.

Contrary to GILZ, GCs have a negative impact on the antibacterial function of macrophages. They inhibit the phagocytic activity of macrophages, leading to an increase in the severity of bacterial infections such as tuberculosis (67). Furthermore, GCs have been found to directly upregulate the expression of DPP4, leading to the mobilization and enhanced activity of macrophages, which may exacerbate rather than mitigate macrophage-dominated inflammatory disorders in the context of GC therapy (68). GCs impair phagocytosis against Crohn’s disease-associated adherent-invasive *E. coli* (AIEC) (69). Moreover, GCs have been demonstrated to suppress antimicrobial autophagy and nitric oxide production in macrophages, thereby facilitating mycobacterial survival (70).

### 4.2 Pyroptosis

Considering our discovery that GILZ overexpression protects macrophages from pyroptosis, we propose a potential regulatory role for GILZ in the pyroptotic cell death pathway. Pyroptosis is a lytic form of programmed cell death triggered by the detection of pathogens or host-derived danger signals. Gasdermin-D (GSDMD) functions as the central pyroptotic substrate for inflammatory caspases. This process results in the formation of pores, causing cell swelling until membrane rupture occurs. Consequently, this rupture leads to the release of inflammatory cytokines such as IL-1β, IL-6, and IL-18 into the extracellular space (71). In our study, we observed that GILZ expression did not impact IL-1β secretion upon inflammasome activation, suggesting that GILZ may not influence cytokine processing by caspases within the pyroptosis cascade. Consequently, we redirected our focus to another well-established host-derived danger signal in this context. This signal centers on the detection of reactive oxygen species (ROS), known to induce the assembly of either noncanonical or canonical inflammasomes (72). Increasing levels of ROS by an upregulated NADPH oxidase have been shown to induce pyroptotic cell death (73). Recently, Devant and colleagues showed in macrophages that the terminal step in the pyroptosis pathway, namely pore formation, relies on ROS to oxidize the caspase cleaved GSDMD (74). Given the observed reduction in ROS levels in GILZ-overexpressing macrophages, our study suggests a potential interference by GILZ with ROS production, specifically after inflammasome assembly at a later stage in the pyroptotic cascade. As the exact origins of ROS production during pyroptosis and potential interaction partners for GILZ remain unclear, further investigations are needed. Notably, supporting our findings, previous research has established that decreased ROS levels confer protection against ATP-LPS-induced cell death in BMMs (75). Contrary to the common association of ROS generation with mitochondrial dysfunction, our study revealed no increase in mitochondrial ROS. Nonetheless, it is noteworthy that mitochondrial ROS have been identified as crucial contributors to pyroptosis via GSDMD oxidation (76). Additionally, TRAF3 was shown to amplify mitochondrial ROS production and pyroptosis through ULK1 ubiquitination (77). Ceramide-mediated regulation of mitochondrial ROS was observed to connect ROS, NLRP3–caspase-1 inflammasome activation, and pyroptosis in cancer cells (78). Furthermore, scavenging mitochondrial ROS effectively mitigated pyroptosis and IL-1β secretion in the context of hyperglycemia- and periodontitis-related pyroptosis (79).

With a focus on their potential to activate the NLRP3 inflammasome and induce pyroptosis, the detrimental effects of GCs have been extensively studied in various cellular and disease models. Studies on muscle cells suggest that GCs may induce pyroptosis through the NLRP3/GSDMD pathway, implying a role in muscle atrophy (80–82). Chronic GC exposure primes microglia to pro-inflammatory stimuli, inducing *Nlrp3* mRNA in the hippocampus, suggesting a link between GCs and neuroinflammation (83–85). In macrophages, sensitivity to GCs concerning the NLRP3 inflammasome appears model dependent. GCs enhance ATP-dependent NLRP3 expression in cultured human monocytes/macrophages, promoting pro-inflammation (86, 87). Conversely, under LPS stimulation, an inhibitory role is suggested in cultured murine macrophages (88). This once again emphasizes the need to explore alternative therapeutic options such as GILZ.

### 4.3 Respiration and mitochondria

Mitochondria are known to act as a signaling platform in macrophages, linking energy metabolism and macrophage polarization upon activation (89). In our study, we found that macrophages overexpressing GILZ have significantly less mitochondrial oxidative phosphorylation capacity, which is linked to a downregulation of numerous genes encoding for complex I of the electron transport system. This contrasts with findings in cancer cells where GILZ has been implicated in enhancing mitochondrial oxidative phosphorylation, leading to increased susceptibility to death induced by mitochondrial pro-oxidants (90, 91). These contrasting effects underscore the context-dependent role of GILZ in mitochondrial function and warrant further investigation into its diverse mechanisms of action in different cellular contexts.

GCs have been shown to have a significant impact on mitochondrial function in macrophages. Mitochondrial GRs alter the expression of genes involved in oxidative phosphorylation, which can affect the activity and abundance of key enzymes in the electron transport chain, leading to changes in ATP production (92). Mitochondrial function is indispensable for GCs to exert their effects, as evidenced by studies demonstrating that the inhibition of complex V abolishes dexamethasone-mediated upregulation of *Gilz* (93). Chronic GC treatment of cortical neurons has been shown to reduce mitochondrial oxidation (94). Altogether, this leads us to speculate that GILZ may exert effects on macrophages similar to its primary inducers, GCs, suggesting potential molecular interactions that require elucidation in future studies.

### 4.4 Tissue remodeling

The versatility of macrophages allows them to participate across all phases of inflammation, from instigating the pro-inflammatory response to facilitating tissue repair post-injury. Considering this, we could identify a new aspect of GILZ’s role in inflammatory conditions, particularly in its promotion of pro-resolving actions, such as the activation of matrix metalloproteinases (MMP) when GILZ is overexpressed in macrophages. The secretion of MMP9 and MMP2 by macrophages has been widely recognized as playing a crucial role in wound healing. These metalloproteinases are involved in the degradation and remodeling of the extracellular matrix (ECM), which is essential for various stages of the wound healing process (95–97). We detected pro-MMP9 via gelatin zymography. *In vivo*, macrophage-derived pro-MMP9 can be activated by MMP-3 or other MMPs (98). Although these gelatinase pro-forms are typically latent and catalytically inactive in the absence of their activating enzymes (99), they become activated during zymography due to the presence of the denaturing agent SDS (100). Overexpression of MMP9 in macrophages improves diastolic physiology and cardiac wound healing after myocardial infarction (101).

The effects of GCs on tissue repair extend beyond the activation of GRs but remain poorly understood (102). Findings in peripheral blood mononuclear cells suggest that GC-mediated monocyte/macrophage-specific induction of ADAMTS2, a secreted metalloproteinase involved in the processing of procollagen to collagen, may play a crucial role in the resolution of inflammation and wound repair (103). The precise mechanism by which GILZ might regulate MMP secretion in macrophages remains unclear and represents a novel area of investigation in the field.

## Data availability statement

Raw and processed data from the RNA-sequencing generated in the study were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE254137. Other original data in the present study are available from the corresponding author upon request.

## Ethics statement

The animal study was approved by the Landesamt für Verbraucherschutz, Saarbrücken, Germany. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

TL: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. HS: Formal analysis, Investigation, Writing – review & editing. GG: Formal analysis, Software, Writing – review & editing. SM: Investigation, Writing – review & editing. JW: Funding acquisition, Project administration, Resources, Writing – review & editing. CL: Resources, Writing – review & editing. BD: Conceptualization, Funding acquisition, Methodology, Supervision, Writing – review & editing. JH: Conceptualization, Data curation, Funding acquisition, Methodology, Supervision, Validation, Writing – review & editing. AK: Conceptualization, Funding acquisition, Methodology, Project administration, Resources, Supervision, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

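RNA of bone marrow-derived macrophages from WT, GILZ KO and GILZ TG mice was sequenced without treatment and after 4 h with 100 ng/ml LPS, with 3 preparations per genotype. The authors mapped the reads to the mouse GRCm38 assembly with the grape-nf pipeline. For each of the 18 libraries the deposited data give an expected count and the TPM of 38887 genes, in columns laid out as RSEM writes them. The expected count is an estimated number of reads without normalization, and TPM is scaled by the effective length of the transcripts and by the total. In addition, the authors' deposited DESeq2 tables give the log2 fold change, p-value and adjusted p-value of 20999 protein-coding genes, and per the file headers a test score, the Wald statistic that the authors' DESeq2 run computed from the counts. The mean over all libraries is the same in all tables, so they come from one fit. A log2 fold change above 0 in them means higher expression in the genotype named first, which was tested on the library values. Coordinates are those of the GRCm38 annotation in which 37570 of the identifiers matched a symbol.

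The number of reads on genes per library was between 14583055 and 38557029. It sets the precision of genes with few counts, and GILZ KO after LPS had the lowest depth, with a median of 15491518. Expected counts were rounded and genes with low counts were left out by edgeR's filterByExpr, which kept 12621 genes without treatment and 12164 after LPS. Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The 9 libraries of a treatment were fitted together with genotype as the only factor, as the replicate numbers of different genotypes did not pair throughout. Among 18 pairs with the same number in other genotypes, 5 had a correlation above 0.1. GILZ TG and WT did go together in replicates 1 and 3, with 0.505 and 0.492 without treatment and 0.256 and 0.318 after LPS. In replicate 2 the values were 0.058 and -0.09. A partial pairing of these genotypes is therefore not excluded. The LPS response was compared between genotypes in a fit of all 18 libraries, without the pairing of untreated and LPS libraries of one preparation, of which 7 of 9 pairs had a correlation above 0.1. A fit with the preparation as a block was made as an alternative. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05.

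Sets of genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 20 set tests, and again with fry and with an estimated correlation. They were tested in GILZ TG against WT and in GILZ KO against GILZ TG, but not in GILZ KO against WT. The sets were Complex I subunits (39 genes listed), mitochondrial ribosomal proteins (77), and the Reactome pathways for programmed cell death (160), extracellular matrix organization (265) and cytokine signaling (298). The GO lists are not used here. Matched lists were drawn 10000 times from genes of similar transcript length and expression. The PCA was made on CPM of protein-coding genes, and the k-means clustering on log2(TPM + 1) of the genes with a deposited p-value under 0.05, centred by gene, with 6 clusters and 100 starts. Lists of marker genes were used for stromal fibroblasts, osteoblasts, endothelial cells, the neutrophil lineage, erythroid cells, T cells, B cells and macrophages. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

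The genes named were Tsc22d3, Lyz2, the genes named in Figures 2A and 4A, Mmp2, Mmp9, Nos2, Arg1, Arg2, genes of the sex chromosomes, and for each genotype comparison the 3 genes with the largest log2 fold change in each direction. The latter had an adjusted p-value under 0.05, no overlap between the groups and at least 5 TPM in the higher group. Genes shared by both comparisons with WT and marker genes were named in addition, after their values were seen.

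The tests were tested on simulated data with 200 changed genes. The changes were large and only in well expressed genes, and each gene was drawn independently. The shares recovered therefore do not apply to small changes or to genes with few counts. edgeR recovered 97.5% of them, with 7.14% false genes among its calls and 0 calls in a comparison without changes. limma recovered 95.5%, with 5.45% false and 0 calls. DESeq2 1.42.0 recovered 97.5%, with 14.1% false and 10 calls in the comparison without changes. A simulated set of 40 genes shifted by 0.3 on the log2 scale was found at 0.316, and limma's camera called it and not the same set without a shift. This shift was larger than the medians of the sets tested here, and its genes were not correlated.

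The alternatives were DESeq2, limma on log2(TPM + 1) and log2(TPM + 0.1), DESeq2's size factors, no filter, a stricter filter of 10 counts, only the 6 libraries compared, all 18 libraries in one fit, replicate as a block, each replicate left out in turn, other thresholds and the authors' deposited tables. For the PCA and the clusters they were other scales, numbers of clusters and gene choices. These, the sets and the tests were chosen before the data were examined. Protein-coding genes only, DESeq2 on all 18 libraries with protein-coding genes, and the PCA without Lyz2 were chosen after seeing the data. Assays other than RNA-Seq were not analysed here.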

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

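The tests of mislabelled libraries, of genes near Lyz2, on its chromosome and on others, of the genetic background and of the GILZ level in the third GILZ TG preparation were chosen only after the result was seen.

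The effect of genotype on Tsc22d3 differed between the treatments, by a test of the interaction. The log2 fold change of GILZ TG against WT was 1.43 higher after LPS (standard error 0.16, adjusted p = 0.00139 from edgeR), and that of GILZ KO against WT was 2.02 higher (standard error 0.22, adjusted p = 0.000782 from edgeR). Tsc22d3 itself fell in WT from 16.5 to 5.15 TPM with LPS. It went from 155.91 to 131.73 TPM in GILZ TG, where the cDNA is expressed from ROSA26, and from 2.34 to 2.91 TPM in GILZ KO. Both constructs alter this gene, so the fall in WT alone moves both fold changes. The difference is therefore no separate effect of GILZ on the LPS response. For Kitl, the log2 fold change of GILZ KO against WT was lower by 1.06 after LPS (-1.06, standard error 0.16, adjusted p = 0.0372 from edgeR). In 1 of the 10 splits tested for each interaction, the real one, there were as many genes with a different LPS response. This fit left aside that the untreated and LPS libraries come from the same preparations. With the preparation as a block, the values for Tsc22d3 were 1.43 (adjusted p = 0.00248 from edgeR) and 2.04 (adjusted p = 0.00206 from edgeR) and for Kitl -1.07 (adjusted p = 0.00169 from edgeR), and Lyz2 passed as well, with 1.11 in GILZ TG (adjusted p = 0.0152 from edgeR) and 1.61 in GILZ KO (adjusted p = 0.00058 from edgeR). For Lyz2, the locus of Cre, WT fell from 12839.82 to 8088.48 TPM with LPS. The low values were 33.59 and 62.87 TPM in GILZ KO and 32.99 and 44.76 TPM in GILZ TG, without and with LPS. Apart from the constructs for Tsc22d3, no technical explanation was tested for these differences, and no biological one beyond the treatment that the design names.

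Lyz2 was at 0.262% of its WT level in untreated GILZ KO and at 0.257% in untreated GILZ TG, which the text of the paper does not discuss. The lowest WT library was 241.1 times as high as the highest GILZ KO library and 208.1 times as high as the highest GILZ TG library. Reads shared with the paralog Lyz1 were argued against by the highest Lyz1 level in GILZ KO or GILZ TG, 6.65 TPM, far below the Lyz2 level in WT. Mislabelled libraries were argued against by Tsc22d3, which followed the genotype label in 18 of 18 libraries. The paper's methods describe the WT mice as Lyz2-Cre mice. Which Lyz2 alleles the WT mice carried was not tested. A different number of Cre alleles in WT than in GILZ KO and GILZ TG would go with these values and remains open. In that case WT would not be a control matched for Cre.

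In both GILZ KO and GILZ TG, 7 genes differed from WT in the same direction with an adjusted p-value under 0.05 without treatment, and 6 after LPS, although GILZ moves in opposite directions in these genotypes. Without treatment these were Lyz2, Kitl, Nnt, Wdfy1, Gdf3, Entpd4b and Prl2c2, and after LPS Lyz2, Nnt, Wdfy1, Igf2bp3, Ide and Gm27177. In opposite directions there were 2 genes without treatment, Tsc22d3 and Bcl2a1b, and 0 after LPS, with 116 and 79 at an unadjusted p-value under 0.05. Noise of the shared WT libraries that is independent between genes was argued against for the untreated adjusted count, since 20 simulations with unchanged groups gave at most 1 such gene. At an unadjusted p-value the same simulations gave up to 157 genes, against 158 observed without treatment and 253 after LPS. In opposite directions they gave at most 3, so the 116 untreated genes lay above the simulated noise, while the 158 did so by 1 gene. The simulations were drawn for the untreated libraries, so the counts after LPS have no simulation of their own. Each gene was drawn independently, so variation that many genes of a library share was not covered and is not excluded. A chromosome segment around Lyz2 was argued against as the cause of these genes as a whole, since 0 other than Lyz2 lay within 10 Mb and 5 of the 6 others without treatment and 5 of 5 after LPS lay on other chromosomes. For Kitl, on the same chromosome at a distance of 17.2 Mb, the segment cannot be told apart from other causes, as segments longer than 10 Mb were not excluded. Among the genes with an unadjusted p-value under 0.05, 3 of 157 without treatment (1.91%, against 0.55% of all genes tested) and 1 of 252 after LPS (0.4%, against 0.53%) lay within 10 Mb. On the whole chromosome it was 17 (10.83%, against 4.77%) and 16 (6.35%, against 4.74%), so the untreated share goes with such a segment. Another genetic background of the WT mice cannot be told apart from an effect of the alleles, since 6 genes outside the 10 Mb window differed without treatment and the background follows the genotype.

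The stromal fibroblast markers were higher in GILZ TG replicates 1 and 2 than in replicate 3, with a median log2 ratio of 2.99 without treatment over 13 markers at 1 TPM or more (range 1.5 to 3.28) and 2.87 after LPS (range 0.39 to 3.26). Of the listed markers, 8 were at 1 TPM or more in untreated WT as well, and 11 were in the cluster made here that is highest in those replicates, so that the list and the pattern share genes. Among the abundant ones, Sparc was at 44.1, 53.2 and 4.65 TPM in the untreated GILZ TG replicates and Col1a1 at 44.2, 51.3 and 4.98 TPM. Neutrophil lineage markers had a median log2 ratio of 1.82, with 7 of 8 higher without treatment, and 1.97, with 5 of 7 higher after LPS. Of these, 5 were at 1 TPM or more in WT and 5 were in that cluster. Mmp8 was not higher, with 15.2, 11.1 and 18.3 TPM. A lower GILZ level in the third preparation was argued against by Tsc22d3, at 96.3% of the mean of the other two. Stromal cells and neutrophil precursors in GILZ TG replicates 1 and 2 are therefore candidate explanations that stay open, beside an effect of GILZ in those preparations, which was not tested.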

How the results depend on the processing

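No test in this part was chosen after its result was seen apart from the alternatives named as added. Over 46 reported results there were 773 values under alternatives, of which 576 kept their direction and side of the threshold or stayed within the limits set, 20 were weaker, 33 stronger, 24 reversed and 120 moved. Over 65 single genes there were 972 values, of which 863 were unchanged, 102 weaker, 7 stronger and 0 reversed. The cause was not tested for any change given here, except that leaving out a library or a filter changes the number of samples or of genes tested.

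For genes with an adjusted p-value under 0.05, DESeq2 gave 79 between GILZ KO and WT, 312 between GILZ TG and WT and 1218 between GILZ KO and GILZ TG without treatment, and 100, 274 and 715 after LPS. limma on log2(TPM + 1) gave 41 and 268 for GILZ TG against WT and GILZ KO against GILZ TG without treatment, and 17, 30 and 147 after LPS. limma on log2(TPM + 0.1) gave 32 and 264 without treatment, and 31 and 149 after LPS. Without a filter there were 21 and 175 for GILZ KO and GILZ TG against WT without treatment, and 88, 412 and 822 after LPS. With only the 6 libraries compared there were 20 and 20 without treatment and 27 and 15 after LPS against WT. All 18 libraries in one fit gave 29, 252 and 795 after LPS. An unadjusted p-value under 0.05 gave 1211, 1780 and 3106 genes without treatment and 1171, 1852 and 2328 after LPS. With a fold change above 1.5 in addition to the adjusted p-value, there were 48 between GILZ TG and WT and 197 between GILZ KO and GILZ TG without treatment, and 175 between GILZ KO and GILZ TG after LPS. The authors' deposited tables gave, as the paper's values, 39 and 206 without treatment and 104, 441 and 868 after LPS. DESeq2 on all 18 libraries with protein-coding genes, added after seeing the data, gave 48, 239 and 1043 without treatment and 104, 564 and 1073 after LPS. An adjusted p-value in any comparison gave 643 and 337 genes in place of 4017 and 3585.

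Leaving out each replicate gave from 5 to 6 genes between GILZ KO and WT without treatment and from 4 to 23 after LPS, the latter without WT replicate 3. Between GILZ TG and WT it gave from 16 to 665 and from 15 to 1067, and between GILZ KO and GILZ TG from 79 to 1306 and from 24 to 1403, each highest without GILZ TG replicate 3. With replicate as a block the counts were 9, 83 and 905 without treatment and 11, 58 and 273 after LPS.

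For a different LPS response, the main value of 1 gene in GILZ TG was 2 with DESeq2, 2 with limma on log2(TPM + 1) and 2 with the preparation as a block, and from 1 to 15 with each replicate left out, highest without GILZ TG replicate 3. The 2 genes in GILZ KO were 21 with DESeq2, 1 with either limma scale, 1 with DESeq2's size factors, 1 with a stricter filter and 8 with the preparation as a block, and from 1 to 3 with each replicate left out. Tsc22d3 after LPS in GILZ KO against WT passed the threshold with DESeq2 (log2 fold change -0.70) and without a filter (-0.71).

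Mmp2 in GILZ TG against WT after LPS passed the threshold with DESeq2 (1.63, adjusted p = 0.0389) and without a filter (1.63, adjusted p = 0.0152). Over the fits that each left out one replicate its log2 fold change lay from 1.20 to 2.16 without treatment and from 1.29 to 1.98 after LPS, both highest and past the threshold without GILZ TG replicate 3. Mmp9 lay from -0.16 to 0.35 without treatment, reversed without GILZ TG replicate 1 (-0.163), GILZ TG replicate 2 (-0.018) and WT replicate 3 (-0.009), and from -0.37 to 0.077 after LPS, reversed without GILZ TG replicate 3 (0.077).

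Under fry and under an estimated correlation no set passed the threshold, with the medians unchanged. This concerned Complex I in GILZ TG against WT (0.093, and 0.109 after LPS) and in GILZ KO against GILZ TG (-0.126), mitochondrial ribosomal proteins in GILZ KO against GILZ TG (-0.082), and the extracellular matrix set (0.135, 0.146 after LPS, and -0.147 and -0.188 in GILZ KO against GILZ TG). Without genes under 10 TPM, the extracellular matrix set had -0.049 in untreated GILZ KO against GILZ TG. On the scales log2(TPM + 1) and log2(TPM + 0.1), in this order, mitochondrial ribosomal proteins passed in GILZ TG against WT (0.038 and 0.039, and 0.047 and 0.047 after LPS), Complex I in GILZ KO against GILZ TG after LPS (-0.037 and -0.038), programmed cell death in GILZ KO against GILZ TG after LPS (0.051 and 0.051) and cytokine signaling in untreated GILZ KO against GILZ TG (0.08 and 0.081). Cytokine signaling there also passed without a filter (0.033) and with all 18 libraries (0.058). Complex I in GILZ KO against GILZ TG after LPS also passed with only the 6 libraries (-0.059) and with all 18 (-0.069). Programmed cell death in untreated GILZ TG against WT had 0 on both TPM scales in place of -0.01. Cytokine signaling in GILZ KO against GILZ TG after LPS was reversed, with -0.005 on both TPM scales and without a filter, -0.007 with all 18 libraries and -0.001 without genes under 10 TPM.

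With each replicate left out, the median of Complex I in GILZ TG against WT lay from 0.03 to 0.146, lowest and no longer past the threshold without WT replicate 1, and from 0.054 to 0.163 after LPS, no longer past it without GILZ TG replicate 1 (0.068). In GILZ KO against GILZ TG after LPS it lay from -0.119 to -0.006, and passed the threshold without GILZ KO replicate 3 (-0.09, adjusted p = 0.00627 from limma), GILZ TG replicate 2 (-0.089, adjusted p = 0.0218) and GILZ TG replicate 3 (-0.119, adjusted p = 0.00611). Mitochondrial ribosomal proteins lay from -0.012 (without WT replicate 1) to 0.081 (without WT replicate 3) in GILZ TG against WT, from 0.012 to 0.078 (without GILZ TG replicate 3) after LPS, and from -0.064 to 0.003 (without GILZ TG replicate 1) in GILZ KO against GILZ TG after LPS. They passed the threshold in GILZ TG against WT without WT replicate 3 (adjusted p = 0.000235 from limma) and without GILZ TG replicate 1 (0.051, adjusted p = 0.0051), after LPS without WT replicate 2 (0.077, adjusted p = 0.000699) and GILZ TG replicate 3 (adjusted p = 0.0293), and in GILZ KO against GILZ TG after LPS without GILZ KO replicate 3 (-0.049, adjusted p = 0.0464). Programmed cell death lay from -0.012 (without GILZ TG replicate 1) to 0.025 in untreated GILZ KO against GILZ TG, where it was also reversed without GILZ KO replicate 1 (-0.002) and 2 (-0.001), from -0.043 to 0.007 (without GILZ TG replicate 2) in GILZ TG against WT after LPS, and from 0.007 to 0.051 (without GILZ KO replicate 1) in GILZ KO against GILZ TG after LPS, where it passed the threshold without GILZ KO replicate 1 (adjusted p = 0.0192 from limma) and GILZ TG replicate 3 (0.039, adjusted p = 0.0343). The extracellular matrix set lay from 0.107 to 0.214 (without WT replicate 2) in untreated GILZ TG against WT and from 0.116 to 0.205 after LPS, with 0.042 and 0.078 without genes under 10 TPM, and from -0.215 to -0.145 in untreated GILZ KO against GILZ TG, with -0.146 and no longer past the threshold without GILZ TG replicate 1. Cytokine signaling lay from -0.022 to 0.006 (without GILZ TG replicate 2) in untreated GILZ TG against WT, from -0.037 (without GILZ TG replicate 3, past the threshold with adjusted p = 0.0379 from limma) to 0.015 (without WT replicate 1) after LPS, with 0.005 and 0.014 without GILZ TG replicates 1 and 2, from 0.034 to 0.054 in untreated GILZ KO against GILZ TG, past the threshold without GILZ KO replicate 3 (0.05, adjusted p = 0.0298 from limma) and GILZ TG replicate 3 (0.048, adjusted p = 0.0245), and from -0.017 (without GILZ KO replicate 3) to 0.038 after LPS, with -0.003 and -0.012 without GILZ KO replicate 2 and GILZ TG replicate 2.

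The share of PC1 was 45.48% on log2(CPM + 1) and 46.9% without the 10 genes with the largest loadings, both without treatment, and 51.87% on TPM after LPS. Without Lyz2, added after seeing the data, it was 41.91% and, after LPS, 49.69%. It lay from 72.13% to 81.44% and, after LPS, from 40.65% to 50.0% with each replicate left out. The cluster highest in GILZ TG replicates 1 and 2 had 167 genes without treatment, 157 after LPS and 126 in both with a pseudocount of 0.1, 664, 869 and 303 when divided by the SD, and 1, 33 and 1 with genes of adjusted p-value under 0.05. The deposited sign was that of the library values in 92.96% of all genes with a p-value and 1 TPM, against 100% of those past the adjusted threshold.

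The lower depth of GILZ KO after LPS limits what can be detected there for genes with few counts.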

Differences from the paper's values

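For the size of Cluster 1, a clustering made here gave 67 genes without treatment against the paper's 224, and 89 after LPS against the paper's 171. The genes clustered were 3285 without treatment, where the paper gives 3286, and 3902 after LPS, where it gives 3716. The input after LPS therefore differed from the paper's. Another untreated cluster, of 216 genes, had the same pattern more weakly and was not counted. Its centre was at 0.6, 0.7 and -0.12 in GILZ TG replicates 1, 2 and 3, and between -0.2 and -0.09 in WT. With a pseudocount of 0.1, an alternative set before the data were examined, the sizes of 167 and 157 were within the limits set. The other alternatives set before the data were examined did not close the gap, namely division by the SD, 5 or 7 clusters, genes chosen by the adjusted p-value or by edgeR, and each replicate left out. The number shared between the treatments was 58 against the paper's 80, within the limits, and 126 with a pseudocount of 0.1, outside them.

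Figure 2A labels Axl, Ptx3, Thbs1, Cebpe, Tyro3 and Xkr6 as up in GILZ KO, and all 6 were lower in GILZ KO than in GILZ TG in the library values (median log2 fold change -1.43). It labels Marco, Colec12, Myo7a, Sirpb1a, Sirpb1b, Sirpb1c, Ccr2 and Pear1 as up in GILZ TG, and all 8 were higher in GILZ KO (median 0.86). No alternative in which a gene was tested changed its direction, though the replicates of GILZ KO and GILZ TG overlapped in Thbs1, Ptx3 and Cebpe.

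The paper describes the mitochondrial genes of Figure 4A as lower in GILZ TG. All 10 Complex I genes named there were higher in GILZ TG than in GILZ KO, with a median log2 fold change of -0.19 in GILZ KO against GILZ TG.

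The paper states a higher expression of Mmp9 and Mmp2 in GILZ TG. Mmp9 had a log2 fold change of 0.073 against WT without treatment (adjusted p = 0.943 from edgeR) and -0.13 after LPS (adjusted p = 0.834 from edgeR). Mmp2 had 1.71 (adjusted p = 0.191 from edgeR) and 1.64 (adjusted p = 0.124 from edgeR). The settings that called Mmp2 were DESeq2 after LPS (adjusted p = 0.0389), no filter after LPS (adjusted p = 0.0152) and leaving out GILZ TG replicate 3 in either treatment. Against GILZ KO in place of WT, untreated Mmp2 was higher in GILZ TG, with -2.38 in GILZ KO against GILZ TG (adjusted p = 0.0465 from edgeR). Untreated Mmp9 was at 170 TPM on average in GILZ KO and 273 TPM in GILZ TG, the paper's direction. The replicates overlapped, with 116 to 213 TPM in GILZ KO and 161 to 353 TPM in GILZ TG. After LPS the averages were 313 and 317 TPM.

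The paper relates the grouping in the PCA to the GILZ level. The WT libraries lay apart from both GILZ KO and GILZ TG on PC1, which carried 77.13% of the variance without treatment, and Lyz2 carried 95.6% of it. On PC2, with 10.98% of the variance, GILZ KO and GILZ TG did lie apart (1223.4 to 1420.9 and -2918.8 to -908.3), and after LPS as well, with 30.29% (-2654.8 to -772.3 and 241.6 to 3717.7), while WT overlapped them.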

Other observations

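The tests of stromal cells for Mmp2 and of matched lists for mitochondrial ribosomal proteins, the splits for the latter, and the measures of the PC1 spread between genotypes and of the side on which WT lay were chosen only after the result was seen.

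WT libraries lay apart from GILZ KO and GILZ TG on PC1. A few genes carrying most of the untransformed variance are a candidate explanation. Without the 10 genes with the largest loadings, 34.3% of the PC1 spread lay between the genotypes without treatment, against 95.1% with them, and 53.6% after LPS, against 98.6%. The value was 53.3% and 64.5% without Lyz2 alone and 65% and 61.2% on log2(CPM + 1), so more than 50% of the PC1 spread still followed the genotype in these. In none of the 3 settings, in either treatment, did all WT libraries lie on one side of the others, so the explanation concerns the place of WT and not the whole difference between genotypes. The share of variance on PC1, which the prediction had named, fell from 77.13% to 46.9% without treatment but hardly moved after LPS, from 44.13% to 43.74%, so the test as first written spoke for it only without treatment.

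The extracellular matrix set was higher in GILZ TG than in WT. Stromal cells in GILZ TG replicates 1 and 2 are a candidate explanation, since the median of the set in replicate 3 was -0.065 without treatment. This was slightly below the lowest WT library (-0.042) and not within the WT range as predicted. For Mmp2 the same explanation may apply, since it was at 0.36 TPM in replicate 3, within 0.28 to 0.55 TPM in WT. An effect of GILZ was not tested apart from it.

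Complex I subunits were higher in GILZ TG than in GILZ KO. For normalization between libraries, the median was -0.129 with DESeq2's size factors. These moved the comparison over all genes by only -0.0028, so that value does not decide it. On the TPM scales the shift over all genes was 0.032, and the median of the set was -0.097 and still past the threshold. This argues against a scaling difference of that size as the whole cause, while larger ones were not tested. Transcript length and expression level cannot be told apart from an effect on the set, since 4.07% of matched lists had as low a median and the matched lists were themselves at -0.09. For mitochondrial ribosomal proteins, transcript length and expression level are a candidate explanation, with 54.29% of matched lists as low.

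Other splits of the same libraries were counted for each result, the real split included. With 10 splits the share cannot fall under 0.1. As many genes with an adjusted p-value under 0.05 were found in 1 of the 10 splits between GILZ KO and WT, in 2 between GILZ TG and WT and in 1 between GILZ KO and GILZ TG, in each treatment. The other split of GILZ TG and WT gave 415 genes without treatment and 68 after LPS. For the sets in GILZ TG against WT without treatment, as large a median was found in 2 splits for Complex I, 7 for mitochondrial ribosomal proteins, 8 for programmed cell death, 2 for the extracellular matrix and 7 for cytokine signaling, and after LPS in 3, 4, 6, 2 and 9. In GILZ KO against GILZ TG it was found in 1, 3, 9, 2 and 1 without treatment and in 6, 5, 3, 1 and 10 after LPS, in the same order. For the genes with an unadjusted p-value under 0.05 in any comparison, 2 of 80 splits without treatment and 1 of 80 after LPS gave as many, of 280 possible. This argues against a grouping by chance for numbers as large as these, not for each gene, since the other splits had a median of 1195 and 1151. The other untreated split, with 4246 genes, put GILZ TG replicate 3 with WT replicates 2 and 3, GILZ TG replicates 1 and 2 with GILZ KO replicate 3, and WT replicate 1 with the other GILZ KO replicates.

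The other marker lists compared between GILZ TG replicates 1 and 2 and replicate 3 gave a median log2 ratio of 0.19 for endothelial cells (-0.21 after LPS), -0.03 for osteoblasts (no marker at 1 TPM after LPS), -0.29 for T cells in both treatments, 0.03 for B cells (-0.1 after LPS, by Cd79b alone) and 0.11 for macrophages (-0.03 after LPS). No erythroid marker was at 1 TPM. Markers at 1 TPM or more in GILZ TG were 3, 1, 1, 1 and 8 in this order without treatment, so that osteoblasts, T cells and B cells rested on 1 gene each. Jchain was in the cluster of both treatments. Igkc, at 42.3, 97.4 and 11.4 TPM in the untreated GILZ TG replicates, was higher in replicates 1 and 2 than in replicate 3. Unlike the cluster, Igkc in replicate 3 was also above WT, which was at most at 1.01 TPM. Antibody-secreting cells were on no list and were not tested.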
